# Reduced mitochondrial calcium uptake in macrophages is a major driver of inflammaging

**DOI:** 10.1038/s43587-023-00436-8

**Published:** 2023-06-05

**Authors:** Philip V. Seegren, Logan R. Harper, Taylor K. Downs, Xiao-Yu Zhao, Shivapriya B. Viswanathan, Marta E. Stremska, Rachel J. Olson, Joel Kennedy, Sarah E. Ewald, Pankaj Kumar, Bimal N. Desai

**Keywords:** Inflammation, Mitochondria, Ageing, Ion channel signalling

## Abstract

Mitochondrial dysfunction is linked to age-associated inflammation or inflammaging, but underlying mechanisms are not understood. Analyses of 700 human blood transcriptomes revealed clear signs of age-associated low-grade inflammation. Among changes in mitochondrial components, we found that the expression of mitochondrial calcium uniporter (*MCU*) and its regulatory subunit *MICU1*, genes central to mitochondrial Ca^2+^ (mCa^2+^) signaling, correlated inversely with age. Indeed, mCa^2+^ uptake capacity of mouse macrophages decreased significantly with age. We show that in both human and mouse macrophages, reduced mCa^2+^ uptake amplifies cytosolic Ca^2+^ oscillations and potentiates downstream nuclear factor kappa B activation, which is central to inflammation. Our findings pinpoint the mitochondrial calcium uniporter complex as a keystone molecular apparatus that links age-related changes in mitochondrial physiology to systemic macrophage-mediated age-associated inflammation. The findings raise the exciting possibility that restoring mCa^2+^ uptake capacity in tissue-resident macrophages may decrease inflammaging of specific organs and alleviate age-associated conditions such as neurodegenerative and cardiometabolic diseases.

## Abstract (web summary)

Seegren et al. demonstrate that the mitochondrial calcium uptake complex is a key molecular apparatus that links age-related changes in mitochondrial physiology to systemic macrophage-mediated age-associated inflammation.

## Main

Inflammation is widely recognized as a key driver of aging^1,2^. An age-associated low-grade, chronic inflammatory state promotes tissue damage and hence this process is referred to as inflammaging. The etiology of inflammaging is not understood but it is thought to involve an increase in the baseline inflammatory output by immune cells, as evident from higher cytokine levels and other inflammatory markers in the blood of aged humans^3–6^. Inflammatory stimuli can originate from multiple sources: pathogens, resident microbiomes, tissue damage-associated inflammatory signals, and even spontaneous production of inflammatory molecules by senescent cells^7–9^. Myeloid cells of the immune system, such as macrophages and neutrophils, are central players in inflammation and may contribute to inflammaging.

Macrophages reside in every organ system and act as sentinel cells monitoring their environment for infection or injury^10–12^. The inflammatory gene expression in macrophages is a highly regulated process with multiple checkpoints. The nuclear factor kappa B (NF-κB) family of dimeric transcription factors have an evolutionarily conserved and central role in inflammatory gene expression^13,14^. Many studies have pointed to the salience of NF-κB to inflammaging^15–18^. Analysis of age-related changes in gene expression in human and mouse tissues identified the NF-κB pathway as the most strongly associated transcriptional pathway to aging^15^. The secretion of high levels of pro-inflammatory cytokines in two different mouse models of accelerated aging was also found to be dependent on abnormal NF-κB activaton^17^. These studies suggest that a lowered threshold of NF-κB activation underlies inflammaging, but how this transpires is not understood. Many positive and negative signaling elements control the activation of NF-κB^13^. Among these regulatory checkpoints, the nuclear translocation and transcriptional activity of NF-κB is also controlled by cytosolic Ca^2+^ (cCa^2+^) signaling^19–22^.

Ca^2+^ is a ubiquitous and essential second messenger in cell biology^23^. Elevations in cCa^2+^ trigger an influx of Ca^2+^ into the mitochondrial matrix through the mitochondrial calcium uniporter (MCU), a Ca^2+^-selective ion channel that resides in the mitochondrial inner membrane^24–30^. The mitochondrial outer membrane is porous to ions, but the inner membrane has a resting membrane potential between −160 mV and −200 mV, relative to the cytosol^24,31^. MICU1 (refs. ^32,33^) and MICU2 (refs. ^34^), the EF-hand containing Ca^2+^-sensitive regulatory subunits of MCU interact directly with MCU in the intermembrane space. Structural studies support the view that MCU–MICU1–MICU2 interactions are configured to have a switch-like sensitivity to [Ca^2+^], enabling rapid mCa^2+^ uptake when cytosolic [Ca^2+^] increases beyond the resting range of ~10–100 nM^35–38^. Because the mitochondrial matrix contains many metabolic enzymes that are regulated by Ca^2+^, the mCa^2+^ signaling within the matrix has a profound effect on mitochondrial physiology and metabolism^29,39,40^. The cells of the vertebrate immune system use Ca^2+^ signaling for an immediate-early response to antigenic and inflammatory stimuli—cCa^2+^ elevations regulate the activation of both the innate and adaptive immune cells^41^. Recently, we revealed that mCa^2+^ signaling functions as an electrometabolic switch to fuel macrophage-mediated phagosomal killing^42^. The process involves a fast two-step Ca^2+^ relay to meet the bioenergetic demands of phagosomal killing. Additionally, recent reports have supported a role for the MCU and mCa^2+^ in macrophage polarization^43,44^, host defense^42,45^ and tissue homeostasis^46–48^. mCa^2+^ is thus emerging as a central node for innate immunity and inflammatory responses. Here we report a surprising discovery that mCa^2+^ uptake capacity of macrophages decreases progressively with age, and this is a major driver of inflammaging.

## Results

### Human blood transcriptomes reveal signs of age-associated low-grade inflammation

To gain insights into inflammaging, we mined the publicly available Genotype-Tissue Expression (GTEx) database (https://gtexportal.org/)^49^ for tissue-specific gene expression across five different human age groups (Fig. 1a). Because mature red blood cells are anucleated and do not contain any appreciable amounts of mRNA, RNA sequencing (RNA-seq) of whole blood is a reasonable surrogate of combined gene expression in the white blood cells and platelets. Expression profile data were obtained for different tissues, binned into age groups, and then subjected to differential gene expression analysis using DESeq2 R package. Principle-component analysis (PCA) plots, from the five different age groups, revealed clear age-associated clustering (Fig. 1b). The variance in overall gene expression was greatest when we compared the youngest population (age 20–29 years) with the oldest population (age 60–69 years; Fig. 1c), but the variance in overall gene expression was the least when we compared the second-oldest population (age 50–59 years) to the oldest population (age 60–69 years; Extended Data Fig. 1a). These data substantiate the view that gene expression in the blood changes significantly with age. To derive further insights and to distill testable hypotheses for the etiology of inflammaging, we focused our analysis on differences between the youngest (age 20–29 years) and oldest (age 60–69 years) samples. Gene-set enrichment analysis (GSEA) hallmark and GO pathway analyses of differentially expressed genes showed that the genes associated with inflammatory responses were upregulated in the older population (Fig. 1d and Extended Data Fig. 1b). Additionally, we observed a significant decrease in the gene expression related to oxidative phosphorylation, a mitochondrial process, in the older populations. Enrichment scores and gene ranks of inflammatory genes (Fig. 1e–g) and oxidative phosphorylation-associated genes (Fig. 1h) suggest a significant dysregulation in these pathways in the aged population. As shown in the heat map (Fig. 1i), genes associated with the NF-κB pathway were upregulated in the blood cells of older humans. Overall, these gene expression analyses show clear signs of age-associated chronic low-grade inflammation in the whole blood of human samples.

**Fig. 1:**
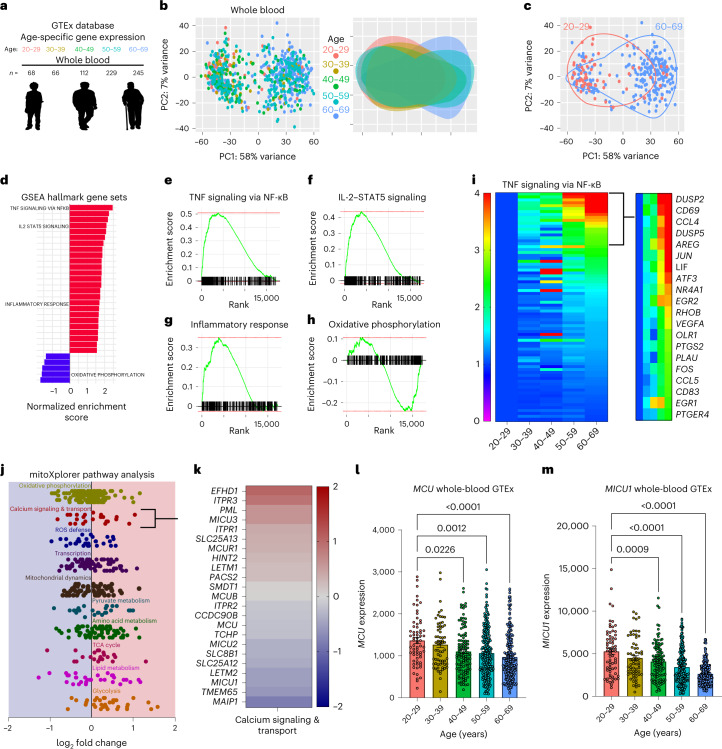
Age-related changes in whole-blood gene expression are associated with increased inflammatory gene transcription and decreased expression of genes encoding mitochondrial Ca^2+^ transport. **a**, GTEx database mined for tissue-specific gene expression across five indicated age groups; note the color coding for the age groups. **b**, Left, PCA of whole-blood gene expression from every sample, color coded according to the age groups. Right, the same data were used and color-coded clusters from each age group were overlaid. Note the variance in gene expression from different age groups. **c**, PCA plots from **b** were used to show only samples from the youngest and oldest age groups analyzed. **d**, Hallmark GSEA based on differential gene expression between the oldest (60–69 years) and youngest (20–29 years) datasets. Pathways were ranked by *P* value and plotted on the *x* axis by the normalized enrichment scores. **e**, GSEA of GSEA hallmark pathway, TNF signaling via NF-κB, based on differential gene expression of oldest (60–69 years) versus youngest (20–29 years) GTEx samples. Enrichment scores are plotted on the *y* axis and genes ranked in the ordered dataset are plotted on the *x* axis. **f**, GSEA of the IL-2–STAT5 GSEA hallmark pathway. **g**, GSEA of inflammatory response GSEA hallmark pathway. **h**, GSEA of the oxidative phosphorylation GSEA hallmark pathway. **i**, Heat map of expression levels of genes associated with the TNF–NF-κB pathway. Expression values were calculated as a fold change from the 20–29-year age group. **j**, mitoXplorer Pathway analysis based on DSeq2 analysis of oldest (60–69 years) versus youngest (20–29 years) GTEx samples. **k**, Individual genes in the calcium signaling and transport pathway were identified from mitoXplorer pathway analysis based on DSeq2 analysis of oldest (60–69 years) versus youngest (20–29 years) GTEx samples. Fold change was determined as a relative change in 60–69-year compared to 20–29-year GTEX samples. **l**, *MCU* gene counts for each sample in the GTEx database sorted by age. Error bars reflect the s.e.m.; *P* values were calculated using ordinary one-way analysis of variance (ANOVA). **m**, *MICU1* gene counts for each sample in GTEx database sorted by age. Error bars reflect the s.e.m.; *P* values were calculated using ordinary one-way ANOVA. Source data

### Gene expression of mitochondrial Ca^2+^ uptake machinery correlates inversely with age

Both inflammation and mitochondrial dysfunction are hallmarks of aging^1^, and we wondered if there was a relationship pertinent to inflammaging. For the analysis of age-related changes in mitochondrial function, we used mitoXplorer, an analysis and visualization tool specialized for genes associated with mitochondrial functions (mito-genes)^50^. In accordance with previous observations, we observed significant age-related changes in the expression of mito-genes (Extended Data Fig. 1c–f). We noted a decrease in the mito-genes associated with oxidative phosphorylation, calcium signaling and reactive oxygen species defense (Fig. 1j). The mito-genes associated with mitochondrial transcription, mitochondrial dynamics, pyruvate metabolism and amino acid metabolism were expressed at similar levels. The lipid metabolism, tricarboxylic acid (TCA) cycle and glycolysis genes were expressed at higher levels in the aged population. Because Ca^2+^ signaling has a direct impact on inflammatory signaling in immune cells, we considered genes involved in mCa^2+^ signaling and found decreased expression of *MCU*, *MICU1* and *MICU2* (Fig. 1k). Moreover, the decrease in *MCU* and *MICU1* expression was strongly associated with age, decreasing progressively as humans age (Fig. 1l,m). These observations suggested an age-associated dysregulation in mCa^2+^ uptake in the blood-borne immune cells. This transcriptional dysregulation was observed for *MCU*, *MICU1* and *MICU2* but the gene expression of *EMRE* (*SMDT1*) and the dominant-negative regulator *MCUB* showed no significant change with age (Fig. 1l,m and Extended Data Fig. 1g). We wondered if such an age-related decrease in *MCU* is found in all human tissues. We checked different tissues in the age-stratified GTEx data we had mined and found that the age-associated decrease in *MCU* gene expression was only seen in a few tissues—heart, whole blood and cerebellum (Extended Data Fig. 2a). The vast majority of tissues did not show decreased *MCU* expression, and some tissues, skeletal muscle, adipose tissue and thyroid showed the opposite trend—*MCU* expression in these tissues increased with age. The participant death parameters are reported in the GTEx database on a four-point Hardy Scale (Extended Data Fig. 2b). We assessed *MCU* expression across the reported Hardy Scale and found that the *MCU* expression was higher in the most abundant category (death 0), compared to other death categories (Extended Data Fig. 2b). The participants in death category 0 were on a ventilator before their death. When we analyzed the whole-blood samples of participants binned in this category (death 0), we still observed an age-dependent decrease in *MCU* (Extended Data Fig. 2c). Together, these results suggest that mCa^2+^ uptake capacity changes with age in some tissues, and likely contributes to age-related changes in the physiology of these tissues. From the standpoint of age-associated inflammation, the analyses put a spotlight on the key finding that in the blood, expression of *MCU* and *MICU1* decrease progressively with age.

### Reduced mitochondrial Ca^2+^ uptake in macrophages derived from old mice

The most abundant cell types in the human blood are myeloid cells, which are composed mainly of neutrophils and monocytes. Both of these cell types are short-lived in the blood but play a crucial role in inflammation. We reasoned that monocytes are more important for chronic low-grade inflammation because they can differentiate into macrophages and thereby sustain low-grade inflammation and inflammatory cascades over a relatively long period of time. Furthermore, all tissues and organs contain specialized resident macrophages, which are central to local inflammation and homeostasis. We also know that mCa^2+^ uptake plays an important role in macrophage-mediated fungal killing^42^. Considering these aspects, we focused our investigation on how mCa^2+^ signaling might affect macrophage-mediated inflammation. First, we confirmed that the age-associated decrease in *Mcu* expression was recapitulated in mouse bone marrow-derived macrophages from older mice (BMDMs-O) when compared to those from the young mice (BMDMs-Y; Fig. 2a). Importantly, the reduced gene expression resulted in decreased MCU protein levels (Extended Data Fig. 3a). MICU1 protein levels were unchanged (Extended Data Fig. 3a). We wondered if this transcriptional defect was a result of macrophage differentiation ex vivo or intrinsic to bone marrow progenitors. We measured the gene expression of *Mcu* and its regulatory subunits in undifferentiated bone marrow cells (BMCs) and bone marrow-derived macrophages (BMDMs) isolated from young (15–25 weeks) and old (80–90 weeks) mice (Extended Data Fig. 3b). In the old BMCs, we found a significant decrease in the expression of *Mcu*, *Micu2* and *Emre*. In the BMDMs derived from old BMCs, we found a significant decrease in the gene expression of *Mcu*, *Emre* and *Mcub*. These results indicate that the bone marrow progenitors undergo substantial changes in the expression of MCU complex components, and especially in the expression of *Mcu*. Changes in regulatory subunit composition and expression can affect mCa^2+^ uptake capacity^51^. We reasoned that gross changes in the stoichiometry of the MCU complex would affect its protein mobility when resolved on a non-reducing gel. However, the mobility was identical in BMDMs-O and BMDMs-Y (Extended Data Fig. 3c). Stripping the membrane and immunoblotting for MICU1 showed comparable levels of MICU1 at the same mobility at MCU, although we found MICU1 in other complexes as well (Extended Data Fig. 3c). Next, we tested the most obvious hypothesis that macrophages exhibit an age-dependent decrease in their mCa^2+^ uptake. The basic technical design of this assay is to add Ca^2+^ to macrophages permeabilized with digitonin, and as the mitochondria take up the added Ca^2+^, its loss from the bath solution is reported by the reduction in the fluorescence of calcium green-5N, a small-molecule Ca^2+^ indicator in the bath solution. We show that BMDMs derived from the young mice exhibited robust mCa^2+^ uptake, but this process was significantly impaired in the BMDMs-O. The representative traces are shown in Fig. 2b and a quantification of the percentage of the added Ca^2+^ taken up by the mitochondria is shown in Fig. 2c. The addition of the mitochondrial uncoupler FCCP stops the Ca^2+^ uptake and even reverses it (Fig. 2b), indicating that the mCa^2+^ uptake is driven by the membrane potential of the mitochondrial inner membrane. Similarly, Ruthenium red (10 μM), a known blocker of MCU^24,31^, abrogates mCa^2+^ uptake, showing that the process is largely dependent on MCU. This age-associated reduction in mCa^2+^ uptake was found in both females and males (Fig. 2d). When we pulsed a much lower dose of Ca^2+^ (1 µM), the mCa^2+^ uptake in BMDMs-O was comparable for the first two pulses but started to lag behind BMDMs-Y after that (Extended Data Fig. 3d), consistent with impaired mCa^2+^ uptake. To determine if defects in mCa^2+^ uptake were a result of decreased mitochondrial membrane potential, we measured mitochondrial membrane potential in BMDMs-O and BMDMs-Y with TMRM, at baseline and after zymosan stimulation (Extended Data Fig. 4a). Surprisingly, BMDMs-O showed a modest hyperpolarization compared to BMDMs-Y suggesting the defect in mCa^2+^ uptake is independent of resting membrane potential (Extended Data Fig. 4a). We also measured ATP levels in BMDMs-Y and BMDMs-O but found no significant differences in ATP levels (Extended Data Fig. 4b). Besides an evaluation of mCa^2+^ uptake, we also quantified mitochondrial numbers and morphology. We immunostained for TOM20 and then applied an automated image processing software to quantify mitochondrial numbers and morphology of confocal images^52^. Comparing BMDMs-Y and BMDMs-O in this manner, we found a modest reduction in mitochondrial numbers but no significant differences in mitochondrial area, roundness and branches (Extended Data Fig. 4c–g). Overall, the results show conclusively that the macrophages in old mice have a significant defect in mCa^2+^ uptake, and this is attributable, at least in part, to a substantial decrease in MCU protein levels and to modest changes in mitochondrial numbers. Next, we focused on understanding the functional implications of this age-associated defect in mCa^2+^ uptake in macrophages.

**Fig. 2:**
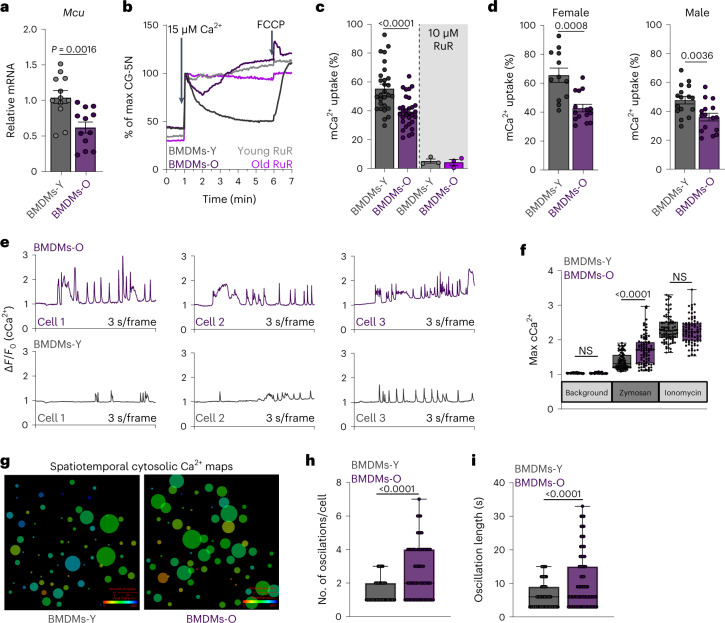
Macrophages generated from aged mice display decreased mitochondrial Ca^2+^ uptake. **a**, *Mcu* expression in BMDMs. *N* = 12 biological replicates, from four mice. Error bars reflect the s.e.m.; *P* = 0.0016 according to Welch’s *t*-test, two-tailed. **b**, Representative traces of mCa^2+^ uptake. **c**, Quantification of **b**. *N* = 28 biological replicates. Error bars reflect the s.e.m.; *P* values were calculated using ordinary one-way ANOVA. RuR, Ruthenium red. **d**, mCa^2+^ uptake data shown in **c**—segregated by sex. Error bars reflect the s.e.m.; *P* values were calculated using Welch’s *t*-test, two-tailed. **e**, Representative cCa^2+^ oscillations. **f**, Maximum cCa^2+^. *N* = 88 cells, three independent experiments. Whiskers represent the minimum to maximum values for each dataset. The box represents the 75th and 25th percentiles. The line is the median; *P* < 0.0001 according to one-way ANOVA. **g**, CALIMA spatiotemporal Ca^2+^ dynamics. **h**, Number of oscillations in individual cells. *N* = 88 cells, three independent experiments. Whiskers represent the minimum to maximum values for each dataset. The box represents the 75th and 25th percentiles. Line is at the median; *P* < 0.0001 according to Welch’s *t*-test, two-tailed. **i**, Oscillation length in individual cells. *N* = 88 cells, three independent experiments. Whiskers represent the minimum to maximum values for each dataset. The box represents the 75th and 25th percentiles. Line is at the median; *P* < 0.0001 according to Welch’s *t*-test, two-tailed. NS, not significant. Source data

### Amplified cytosolic Ca^2+^ oscillations in BMDMs-O responding to zymosan

We hypothesized that a reduction in mCa^2+^ uptake would disrupt cCa^2+^ signaling, which is crucial for inflammatory signaling. We challenged BMDMs derived from young and old mice with zymosan, a fungal glucan wherein the glucose monomers are polymerized through β-1,3 glycosidic bonds. Zymosan is a potent stimulator of both Toll-like receptor 2 (TLR2) and dectin-1 (CLEC7A) receptors on myeloid cells. The downstream activation of phospholipase C-gamma (PLC-γ) elicits a robust store-operated Ca^2+^ entry (SOCE), which involves an initial release of endoplasmic reticulum (ER)-resident Ca^2+^ stores, followed by more sustained entry of extracellular Ca^2+^ through the ORAI channels. Inflammatory gene expression mediated by multiple transcription factors, especially NF-κB, is highly sensitive to cCa^2+^ oscillations^19,20^. In response to zymosan, the amplitudes of the cCa^2+^ oscillations in BMDMs-O were significantly elevated compared to BMDMs-Y; typical and representative traces from cells are shown (Fig. 2e and Extended Data Fig. 4h). A statistical comparison of the maximum Ca^2+^ elevations achieved in each cell also shows that the BMDMs-O achieved significantly higher amplitudes (Fig. 2f). In these experiments, ionomycin, a Ca^2+^ ionophore, was used as a positive control demonstrating that both cell populations were loaded equivalently with the Ca^2+^ dye (FURA-2AM) and were thus capable of reporting higher and equivalent levels of Ca^2+^. The overlaid traces of cCa^2+^ from all cells are also shown (Extended Data Fig. 4h). The spatial distribution of these oscillations across the imaging field (containing many cells) is also informative but not captured by such a traditional display of Ca^2+^ oscillations. For a deeper analysis of this aspect of Ca^2+^ dynamics, we used CALIMA, an image analysis software specially designed to measure spatiotemporal aspects of Ca^2+^ oscillations^53^. The spatial distribution of Ca^2+^ oscillations in representative image fields is shown (Fig. 2g) with the origin of each circle at the cellular location and the diameter proportional to the number of spikes originating from that location. The color spectrum of the circles denotes the time at which that location first reported a spike. For instance, in each field, the location of the reddish-brown circle reported a Ca^2+^ spike earlier than the circles colored green and so on. These spatial maps clearly show that BMDMs-O exhibit a significantly higher number of Ca^2+^ oscillations for each cell and they also start spiking sooner than BMDMs-Y. These are quantified (Fig. 2h), and the differences in oscillatory lengths are also shown (Fig. 2i). These data establish that Ca^2+^ elevations are amplified in the BMDMs-O during inflammatory signaling. Our analysis on Ca^2+^ dynamics in response to fungal pathogens is highly relevant to chronic low-grade inflammation attributed to dysregulated microbiome and ‘leaky gut’ observed in older populations^54^. However, we were curious if this may also pertain to other mechanisms of chronic low-grade inflammation. Two additional sources of low-grade inflammation in older populations are ATP release from dying cells and oxidative stress. We subjected BMDMs-O to analyses of cCa^2+^ dynamics in response to ATP (Extended Data Fig. 4i–l) and oxidized PAPC (OxPAPC; Extended Data Fig. 4m–p). Although the nature of Ca^2+^ response to ATP is different from that to zymosan, the BMDMs-O showed dysregulated cCa^2+^ responses with an increase in maximum amplitudes (Extended Data Fig. 4j) and oscillation lengths (Extended Data Fig. 4l). This was not the case for OxPAPC-triggered Ca^2+^ responses—we did not find any significant differences between BMDMs-Y and BMDMs-O. This dichotomy suggests that mCa^2+^ uptake doesn’t play a major role in OxPAPC-triggered Ca^2+^ elevations.

### Inconsistent changes in gene expression of store-operated Ca^2+^ entry components

Recent reports in mice have suggested ER Ca^2+^ channels as important drivers of cellular aging and senescence^55^. Since mCa^2+^ uptake is thought to occur in close juxtaposition to ER Ca^2+^ release^56^, we analyzed the whole-blood GTEx transcriptome for age-associated changes in SOCE machinery. We observed inconsistent changes in the expression of SOCE components. There was an upregulation in *ITPR3* but downregulation of *ITPR1* (Fig. 3a). Additionally, we observed a modest decrease in *STIM1* expression but no effect of age on *ORAI1* or *STIM2* expression (Fig. 3a). These observations do not support a clear role for changes in SOCE machinery. We also assessed composite SOCE responses in BMDMs-O and BMDMs-Y (Fig. 3b). In these experiments, macrophages were loaded with Fura-2-AM and placed in a 0 mM Ca^2+^ bath and stimulated with thapsigargin, a sarcoplasmic reticulum Ca^2+^ ATPase (SERCA) pump inhibitor, to visualize ER Ca^2+^ release (first elevation in cCa^2+^). This is followed by the addition of 2 mM extracellular Ca^2+^ to observe the ORAI-dependent Ca^2+^ influx (second elevation; Fig. 3b). Loss of mCa^2+^ uptake is predicted to increase both the first cCa^2+^ elevation caused by the release of Ca^2+^ from the ER and the second elevation caused by the entry of extracellular Ca^2+^ into the cytosol. Quantification of the ER Ca^2+^ release and ORAI Ca^2+^ entry revealed increased SOCE responses in BMDMs-O (Fig. 3c,d). Although reduced mCa^2+^ uptake is a major component of amplified SOCE, additional factors like increased release from the ER cannot be ruled out (Fig. 3e). Regardless of the mechanistic intricacies, amplified cCa^2+^ responses are a hallmark of BMDMs-O.

**Fig. 3:**
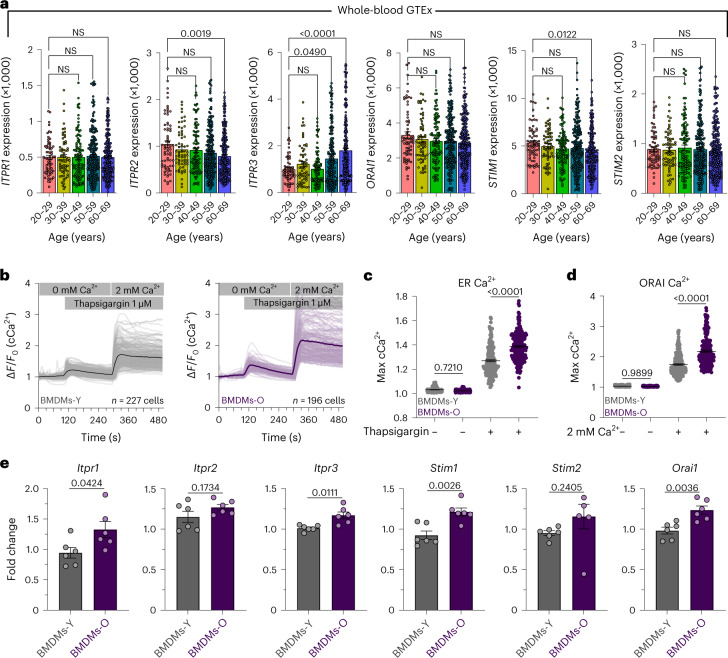
Store-operated Ca^2+^ entry responses in macrophages generated from aged mice. **a**, *ITPR1*, *ITPR2*, *ITPR3*, *ORAI1*, *STIM1* and *STIM2* gene counts for each sample in whole-blood GTEx database sorted by age. Error bars reflect the s.e.m.; *P* values were calculated using ordinary one-way ANOVA. **b**, Representative cCa^2+^ oscillations in BMDMs-Y and BMDMs-O. Bold lines indicated the mean of individual traces. **c**, Quantification of ER Ca^2+^. *N* = 150 cells, three independent experiments. Error bars represent the s.e.m.; *P* values were determined by one-way ANOVA. **d**, Quantification of ORAI Ca^2+^. *N* = 150 cells, three independent experiments. Error bars represent the s.e.m.; *P* value determined by one-way ANOVA. **e**, Fold change expression at baseline for SOCE genes. *N* = 6 biological replicates, two independent experiments. Error bars represent the s.e.m.; *P* value determined by Welch’s *t*-test, two-tailed. Source data

### *Mcu*^−/−^ BMDMs-Y recapitulate the amplified cytosolic Ca^2+^ signals seen in BMDMs-O

To establish that this effect on cCa^2+^ signaling is because of reduced mCa^2+^ uptake, we show that the effect can be robustly recapitulated in BMDMs derived from young mice (age range, 15–25 weeks) by simply deleting *Mcu*. As shown (Extended Data Fig. 5a), *Mcu*^*−/−*^ BMDMs, derived from *Mcu*^fl^*(Cx3cr1-cre)* mice^42^ show a robust amplification of cCa^2+^ oscillations in response to zymosan. The maximum Ca^2+^ levels achieved by individual cells are shown in Extended Data Fig. 5b. Appropriate controls for long-term Ca^2+^ imaging is shown in Extended Data Figs. 5c and 6d. The spatiotemporal analysis using CALIMA is shown in Extended Data Fig. 5e–g. This analysis shows that, as seen in old BMDMs, the *Mcu*^*−/−*^ BMDMs exhibit many more oscillations for each cell, and the length of the oscillations is also increased. Together, these data establish that the increased cCa^2+^ signaling in the old BMDMs is a direct consequence of the reduced mCa^2+^ uptake.

### BMDMs-O and *Mcu*^−/−^ BMDMs-Y show signatures of senescence

Aging is commonly associated with the presence of senescent cells and a long-standing hallmark of senescent cells is senescence-associated β-galactosidase (SA-β-gal) activity attributed to the lysosomal β-galactosidase in mammals^57,58^. To determine if BMDMs-O exhibited signs of cellular senescence, we compared SA-β-gal staining in BMDMs-O and BMDMs-Y (Fig. 4a). In this method, cells were stained with X-gal and imaged for the presence of blue precipitates formed by the activity of SA-β-gal. These precipitates can be observed under a bright-field light microscope and appear as dark aggregates. By measuring hundreds of cells, we found that BMDMs-O showed significantly increased SA-β-gal staining (Fig. 4a). We reasoned that if the loss of mCa^2+^ uptake contributes to this senescent signature, we would observe SA-β-gal activity in *Mcu*^*−/−*^ macrophages from young mice. Indeed, *Mcu*^*−/−*^ macrophages from young mice had robust SA-β-gal activity (Fig. 4b). These findings bolstered the hypothesis that loss of mCa^2+^ uptake in macrophages renders them hyper-inflammatory and as facilitators of inflammaging.

**Fig. 4:**
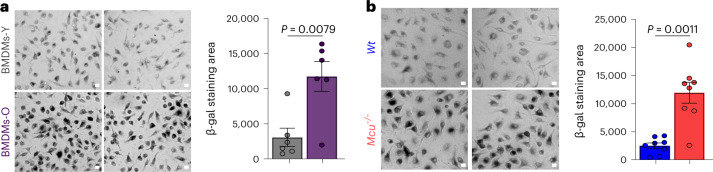
BMDMs-O and young *Mcu*^*−/−*^ macrophages show signatures of senescence. **a**, SA-β-gal activity. Scale bar, 10 µm. *N* = 6 biological replicates. **b**, SA-β-gal activity. Scale bar, 10 µm. *N* = 8 biological replicates. In **a** and **b**, error bars reflect the s.e.m., and *P* values were calculated using Welch’s *t*-test, two-tailed. Source data

### Hyper-inflammatory responses in both wild-type BMDMs-O and *Mcu*^−/−^ BMDMs-Y

We hypothesized that the abnormally increased cCa^2+^ signaling in BMDMs-O would result in increased inflammatory output. Indeed, in response to zymosan, BMDMs-O expressed higher levels of pro-inflammatory cytokines interleukin (IL)-6 and IL-1β when compared to BMDMs-Y (Fig. 5a). NF-κB plays a crucial role in the transcription of these pro-inflammatory genes, and its activation is highly sensitive to Ca^2+^ signaling^19,59^. We measured NF-κB translocation (p65) in BMDMs-Y and BMDMs-O stimulated with zymosan and found that, in accordance with our model, the translocation of NF-κB was significantly enhanced in the BMDMs-O (Fig. 5b and Extended Data Fig. 6a). The quantification of the ratio of nuclear to cytoplasmic NF-κB shows that significantly more NF-κB translocated to the nuclei of BMDMs-O (Fig. 5c). These data show that macrophages from the older mice are hyper-inflammatory in response to zymosan. Consistently, we found that *Mcu*^*−/−*^ macrophages from young mice also exhibit a hyper-inflammatory response to zymosan stimulation, establishing a model wherein reduction in mCa^2+^ uptake increases inflammatory output through amplified cCa^2+^ signaling (Fig. 5d). Predictably, the *Mcu*^−/−^ BMDMs-Y showed significantly increased expression of both IL-1β and IL-6 (Fig. 5e). Note that when ionomycin was added to artificially increase cCa^2+^, even wild-type (WT) BMDMs-Y increased the expression of IL-1β, highlighting the sensitivity of the macrophage inflammatory response to cCa^2+^. A similar effect was observed for IL-6, but there was a key difference—while ionomycin increased the expression of IL-6 in WT cells, it also decreased the expression of IL-6 in *Mcu*^−/−^ BMDMs. A possible reason for this is that unlike the oscillatory effects caused by reduced mCa^2+^ uptake, ionomycin causes a global and sustained elevation of Ca^2+^. In *Mcu*^−/−^ BMDMs, this elevation is unbuffered by mCa^2+^ uptake, and this may inhibit other regulatory elements of IL-6 transcription. Nevertheless, the upregulation of both IL-1β and IL-6 is highly dependent on Ca^2+^ signaling. BAPTA-AM, a cell permeable, high-affinity Ca^2+^ chelator that prevents the elevation of cCa^2+^ during zymosan-triggered inflammatory signaling completely abrogated the expression of IL-1β and IL-6 (Fig. 5f). NF-κB translocation was also found to be enhanced in *Mcu*^−/−^ BMDMs-Y (Fig. 5g). Quantification of the nuclear/cytoplasmic ratio revealed an increase in NF-κB activation in *Mcu*^−/−^ BMDMs-Y (Fig. 5h). Representative line intensity plots across the nucleus and cytosol are shown (Fig. 5i). The increased activation of NF-κB in *Mcu*^−/−^ macrophages was also seen when they were stimulated with the fungal pathogen *Candida albicans* (Extended Data Fig. 6b), but the translocation kinetics were slower in comparison to zymosan stimulation (Extended Data Fig. 6c). Representative line intensity plots are shown (Extended Data Fig. 6d). The inflammatory output, as measured by *IL1B* gene expression, of *Mcu*^−/−^ BMDMs was higher than that of BMDMs-O because mCa^2+^ uptake was almost completely abrogated in *Mcu*^−/−^ BMDMs, while it was reduced in BMDMs-O (Extended Data Fig. 6e). During the macrophage response to zymosan, the influx of extracellular Ca^2+^ into the cytosol depends predominantly on Orai channels. Predictably, treating the *Mcu*^−/−^ BMDMs with an inhibitor of Orai, the main conduit of SOCE, greatly blunted the gene expression of both IL-1β and IL-6 (Extended Data Fig. 7a). BTP2 also blunted the nuclear translocation of NF-κB (Extended Data Fig. 7b). However, besides buffering cCa^2+^ elevations, mCa^2+^ uptake also regulates mitochondrial metabolism, primarily by regulating the activity of pyruvate dehydrogenase (PDH) complex and the TCA cycle^60^. In principle, the changes in mitochondrial metabolism in the *Mcu*^−/−^ BMDMs could exert an added effect on macrophage inflammatory output. Although this possibility cannot be completely ruled out, the following evidence suggests that changes in mitochondrial metabolism play a minimal role in the immediate regulation of inflammatory outputs in *Mcu*^−/−^ BMDMs. The influx of Ca^2+^ into the mitochondrial matrix regulates the TCA cycle through the activation of PDH complex. The PDH complex is activated through dephosphorylation by the Ca^2+^-activated PDH phosphatase (PDP)^61^ and abrogation of mCa^2+^ uptake prevents the dephosphorylation (and activation) of PDH. We reasoned that treating the cells with AZD7545, an inhibitor of the PDH kinase, would counter the lack of PDP activity and restore PDH activity in a Ca^2+^-independent manner. However, treating the *Mcu*^−/−^ BMDMs with AZD7545 did not reduce the gene expression of IL-6 and only modestly reduced IL-1β (Extended Data Fig. 7c). These results support the model wherein amplified Ca^2+^ signaling in the cytosol is the main driver of the increased inflammatory output of *Mcu*^−/−^ cells. Although the role of mitochondrial metabolism in regulating this process is not supported by the available data, it cannot be ruled out.

**Fig. 5:**
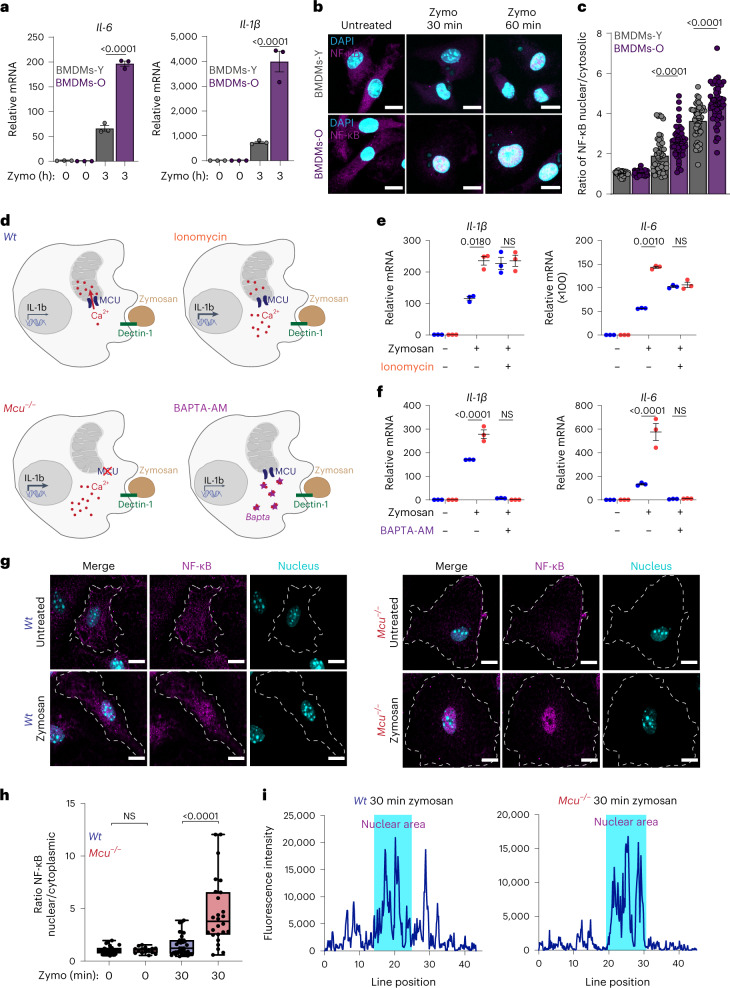
Mitochondrial Ca^2+^ uptake buffers cytosolic Ca^2+^ to control inflammatory output in macrophages. **a**, IL-6 and IL-1β mRNA expression from indicated BMDMs. Representative experiment, from two independent experiments. Error bars represent the s.e.m.; *P* < 0.0001 according to one-way ANOVA. **b**, Representative images from indicated BMDMs stimulated with zymosan for 30 and 60 min. Magenta shows immunostaining of NF-κB p65 subunit; cyan shows DAPI staining of nuclei. **c**, Nuclear to cytoplasmic ratios of the fluorescence intensity of NF-κB. *N* = 45 cells, three independent experiments. Bars reflect means of ratios; *P* values were determined by one-way ANOVA. **d**, Model depicting how mCa^2+^ uptake affects cCa^2+^ and inflammatory gene expression in response to zymosan. **e**, Effect of ionomycin on IL-1β and IL-6 mRNA expression in WT and *Mcu*^−/−^ macrophages. Representative experiment, from two independent experiments. Error bars represent the s.e.m.; *P* values were determined by two-way ANOVA. **f**, Effect of BAPTA-AM on IL-1β and IL-6 expression in WT and *Mcu*^−/−^ macrophages. Representative experiment, from two independent experiments. Error bars represent the s.e.m.; *P* value determined by two-way ANOVA. **g**, Representative images from WT and *Mcu*^−/−^ macrophages, untreated or stimulated with zymosan for 30 min and immunostained for NF-κB p65 subunit and nuclei (DAPI). **h**, Nuclear to cytoplasmic ratios of the fluorescence intensity of NF-κB. *N* = 25 cells, from three independent experiments. Whiskers represent the minimum to maximum values for each dataset. The box represents the 75th and 25th percentiles. The line is the median; *P* < 0.0001 according to one-way ANOVA. **i**, Representative analysis of fluorescence intensity of p65 staining along a line drawn across the cytoplasm and nucleus (DAPI staining), which is shaded blue. Source data

### Abnormal functional polarization of *Mcu*^−/−^ macrophages

Previous reports on the role of mCa^2+^ on macrophage polarization have shown links between mCa^2+^ and macrophage polarization. *Mcu* inhibition is linked to an impaired M2 polarization^44,62^, while deletion of *Mcub* is linked to enhanced M1 polarization and impaired M2 polarization^43^. The M1–M2 polarization is not universally accepted as being physiologically meaningful because macrophages achieve a spectrum of functional states in vivo. Nevertheless, we performed M1 and M2 polarization studies in *Mcu*^−/−^ macrophages (Extended Data Fig. 7d,e). M1 polarized *Mcu*^−/−^ macrophages showed enhanced expression of NF-κB target gene with unexpected expression of Arg1. Interestingly, M2 polarized *Mcu*^−/−^ macrophages also showed enhanced expression of M2 markers. However, such polarization experiments are performed over 24 h and the outputs are an integrated result of many secondary and tertiary signaling cascades in macrophages.

### *Mcu*^−/−^ bone marrow-derived macrophages also show increased NLRP3 inflammasome activation

Next, we evaluated if the increased inflammatory gene expression caused by decreased mCa^2+^ uptake also increases inflammasome activation. WT and *Mcu*^−/−^ macrophages from young mice were stimulated with zymosan for 3 h before the addition of nigericin (5 µM) for 1 h to activate the NLRP3 inflammasome. *Mcu*^−/−^ macrophages released significantly more IL-1β (Fig. 6a) and lactate dehydrogenase (LDH; Fig. 6b), and this effect was also seen when the macrophages were first stimulated with lipopolysaccharide (LPS; Fig. 6c,d). We wondered if the assembly of the NLRP3 inflammasome is also accentuated in *Mcu*^−/−^ macrophages. Assembly of NLRP3 inflammasome can be visualized through immunofluorescence microscopy of ASC speck formation^63–67^. We did not see any significant difference in ASC speck formation in *Mcu*^−/−^ BMDMs (Fig. 6e,f) indicating that decreased mCa^2+^ uptake, and concomitantly increased cCa^2+^ signaling, does not have a major impact on the assembly of NLRP3 inflammasome. Activation of the NLRP3 inflammasome results in the proteolytic cleavage and activation of caspase-1 (CASP1). Activated CASP1 catalyzes the proteolytic processing of pro-IL-1β to its secreted form IL-1β. CASP1 also cleaves monomeric gasdermin D (GSDMD), thus catalyzing their oligomerization into a large multimeric gasdermin pore in the plasma membrane. The release of many potent pro-inflammatory mediators, including IL-1β and IL-18, is mediated through this large GSDMD pore. Overall, this process results in a highly inflammatory form of cell death called pyroptosis. We assessed the cleavage of CASP1 and GSDMD in NLRP3 activated macrophages. Notably, we found that the cleavage of both CASP1 and GSDMD was significantly increased in *Mcu*^−/−^ macrophages—in both cell pellets (Fig. 6g) and in supernatants (Fig. 6h). These findings indicate that while decreased mCa^2+^ uptake does not affect NLRP3 assembly, it does have a significant impact on the downstream processing of CASP1 and GSDMD. Finally, we evaluated whether deletion of *Mcu* in the myeloid cells would manifest a hyper-inflammatory response in vivo. Previous reports have shown that long exposures to fungal beta-glucans can activate the NLRP3 inflammasome in macrophages^68^. In a model of zymosan-induced peritonitis, mice lacking *Mcu* in the myeloid cells, the *Mcu(M)*^−/−^ mice, exhibited significantly worse clinical scores, and increased levels of IL-1β and tumor necrosis factor (TNF) in the peritoneal cavity (Extended Data Fig. 8a–d). However, we did not see increased levels of other pro-inflammatory cytokines (IL-1α, IL-6 and IFN-γ) that we measured in this model.

**Fig. 6:**
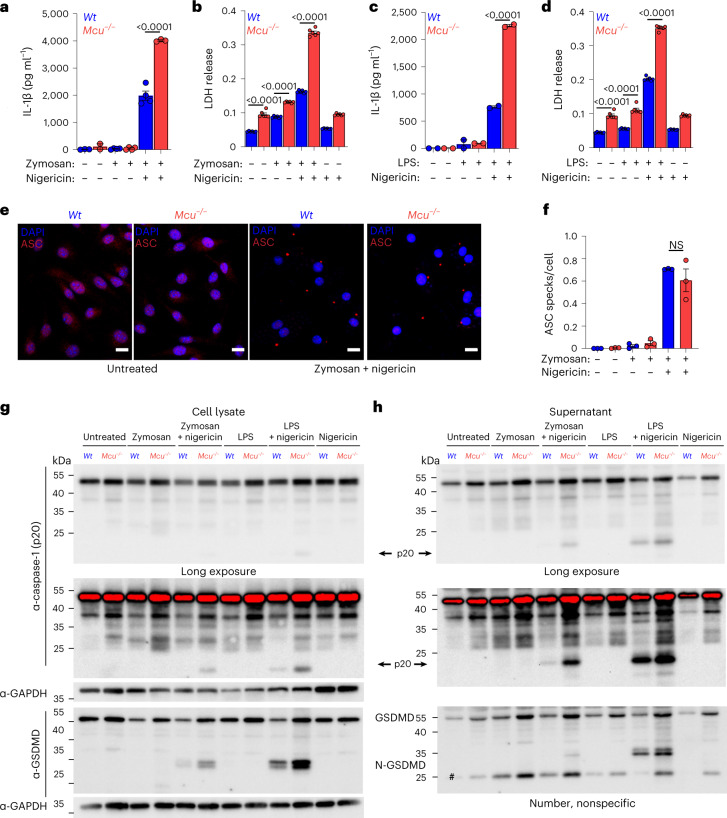
*Mcu*^−/−^ macrophages display increased inflammasome activation and output. **a**, IL-1β enzyme-linked immunosorbent assay (ELISA) of cell supernatants collected from WT and *Mcu*^−/−^ macrophages. Cells were stimulated with zymosan for 3 h followed by nigericin (5 µM) overnight. *N* = 3 biological replicates. Error bars represent the s.e.m.; *P* values were determined by one-way ANOVA. **b**, LDH levels in cell supernatants were collected from WT and *Mcu*^−/−^ macrophages. *N* = 6 biological replicates. Error bars represent the s.e.m.; *P* < 0.0001 determined by one-way ANOVA. **c**, IL-1β ELISA of cell supernatants collected from WT and *Mcu*^−/−^ macrophages. Cells were stimulated with LPS for 3 h followed by nigericin (5 µM) overnight. *N* = 2 biological replicates. Error bars represent the s.e.m.; *P* values were determined by one-way ANOVA. **d**, LDH levels in cell supernatants collected from WT and *Mcu*^−/−^ macrophages. *N* = 6 biological replicates. Error bars represent the s.e.m.; *P* < 0.0001 determined by one-way ANOVA. **e**, Representative images of *Mcu*^−/−^ and WT macrophages immunostained for ASC and nuclei (DAPI). Cells were stimulated with zymosan for 3 h followed by nigericin (5 µM) for 1 h. **f**, Quantification of ASC specks, average number of specks counted per cell, for WT and *Mcu*^−/−^ macrophages. *N* = 3 biological replicates. Error bars represent the s.e.m.; no significance was determined by the one-way ANOVA. **g**, Western blot analysis of cell lysates from WT and *Mcu*^−/−^ macrophages stimulated with zymosan for 3 h followed by nigericin (5 µM) for 1 h. Cell lysates were immunoblotted for caspase-1 (p20), GSDMD and GAPDH. **h**, Western blot analysis of supernatants corresponding to samples shown in **g**. *N* = 1 representative replicate, from two independent experiments. Cell supernatants were immunoblotted for caspase-1 (p20), GSDMD and GAPDH. Source data

### Diminished mitochondrial Ca^2+^ uptake increases inflammatory output

To develop a systems-level picture of how mCa^2+^ uptake affects the inflammatory response, we performed RNA-seq analysis on WT, *Mcu*^−/−^ and BAPTA-AM loaded macrophages (all derived from young mice), before and after zymosan stimulation. 

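RNA from bone marrow-derived macrophages was sequenced in 20 libraries: 4 WT untreated, 5 WT stimulated with zymosan, 4 WT loaded with BAPTA-AM and stimulated with zymosan, 4 *Mcu*-/- untreated and 3 *Mcu*-/- stimulated with zymosan. Zymosan, a preparation of yeast cell wall, was given for 3 h. BAPTA-AM is a Ca2+ chelator in a form that enters cells. The mice were 15 to 25 weeks old. The authors removed adaptors with cutadapt, mapped the paired-end reads to mm10 with STAR and deposited the number of reads HTSeq counted on each gene, without normalization. The total count per library was 14.4 to 19.3 M in WT untreated (median 19.1 M), 20.3 to 22.4 M in WT zymosan (median 21.05 M) and 17.4 to 21.7 M in BAPTA-AM loaded macrophages (median 20.3 M). In *Mcu*-/- macrophages it was 21.9 to 22.8 M untreated (median 22.2 M) and 20.1 to 24.0 M with zymosan (median 21.1 M). The paper gives an average of 30 M paired-end sequences per replicate, and the values here use the counts on genes. Counts were scaled with edgeR's TMM factors, and 11707 genes passed edgeR's filterByExpr. All 20 libraries entered 1 quasi-likelihood fit, and a gene was called where its Benjamini-Hochberg adjusted p was under 0.05. Normalized counts below are on this scale, given as mean ± SD over the libraries of a group. *Mcu* (ENSMUSG00000009647, chromosome 10 of mm10 from 59446984 to 59616692) had 126 to 197 normalized counts in the 13 WT libraries and 54.2 to 83.4 in the 7 *Mcu*-/- libraries. It was 77.3 ± 4.13 (n = 3) in *Mcu*-/- and 137 ± 9.24 (n = 5) in WT macrophages with zymosan, a log2 fold change of −0.82 (SE 0.14, edgeR adjusted p = 9.61e-05). Without zymosan it was 68.5 ± 14.2 (n = 4) and 151 ± 17.3 (n = 4), a log2 fold change of −1.14 (SE 0.13, edgeR adjusted p = 0.000163). A fit of the untreated groups alone gave an adjusted p of 0.0979 for the untreated difference, the highest of its alternatives, whose lowest was 1.03e-12. Untreated *Mcu*-/- replicate 4 lay apart from replicates 1 to 3, with a mean chi-square per gene of 217 to 225 in its 3 pairs against 1.60 to 6.53 in the 28 other replicate pairs. The biological coefficient of variation over all libraries was 12.4%, and 3.56% without that library. The p-values here measure differences against this spread between libraries. The labels call the libraries biological replicates, but whether each came from its own animal or culture was not known here. The p-values may therefore leave out the spread between animals or cultures.

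**Figure D1:**
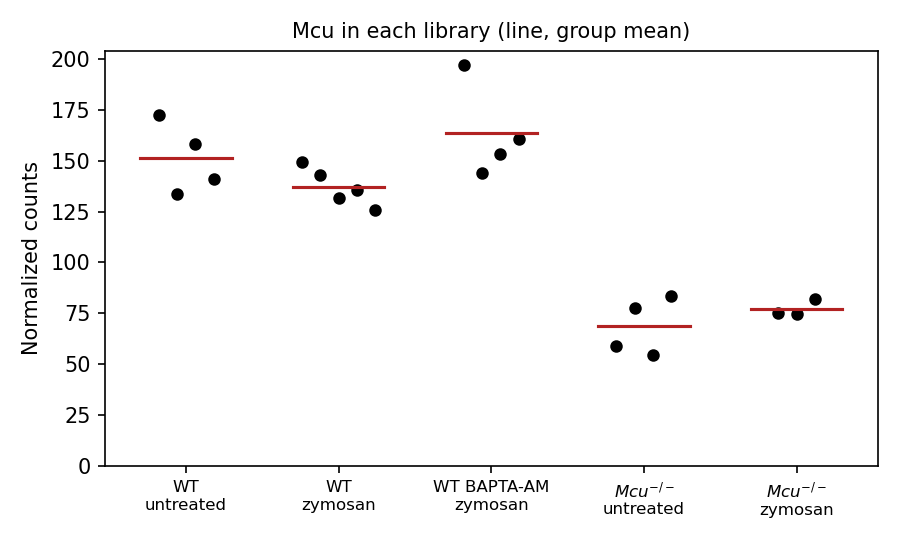
Normalized counts of *Mcu* (vertical axis) in each of the 20 libraries, by genotype and treatment; points are libraries and lines are group means. The 7 *Mcu*-/- libraries lie between 54.2 and 83.4, below all 13 WT libraries.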

In brief, the experiment was designed to reveal the Ca^2+^-sensitive genes that are dysregulated when mCa^2+^ uptake is diminished. Note that BAPTA-AM loading will affect all Ca^2+^-sensitive genes by ‘clamping’ intracellular Ca^2+^ elevations to near resting levels (<100 nM). We were especially interested in groups of genes that are relatively upregulated in *Mcu*^−/−^ macrophages and downregulated in BAPTA-AM loaded cells. 

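In zymosan-stimulated macrophages, 3720 genes were higher and 3552 lower in *Mcu*-/- than in WT, which together is 62.1% of the genes tested. The libraries of the groups did not overlap for 7488 genes, against 3.57% of genes by chance with 3 and 5 libraries. A minimum absolute log2 fold change of 1 moved these counts most, to 831 higher and 983 lower. Of the inflammatory genes marked in Fig. 7a, *Ccl2* had 38244 ± 294 normalized counts (n = 3) in *Mcu*-/- and 16341 ± 408 (n = 5) in WT, a log2 fold change of 1.23 (SE 0.05, edgeR adjusted p = 3.45e-12). *C3ar1* had 32028 ± 534 and 16033 ± 434, a log2 fold change of 1.00 (edgeR adjusted p = 0.000222). *Il7r* had 975 ± 33.1 and 107 ± 14.9, a log2 fold change of 3.19 (edgeR adjusted p = 0.000258). For each of these genes the exact two-sided permutation test gave p = 0.0179, the smallest that 3 against 5 libraries allow. The largest rises among genes of at least 10 CPM whose groups did not overlap were in *Arg1* (6.90), *Ifi44l* (6.24), *Dmpk* (5.36), *Cxcl1* (5.33) and *Nanos1* (4.98), as log2 fold changes. The largest falls were in *Enpp2* (−5.24), *Calb2* (−4.84), *Myo15b* (−4.74), *Ccnb2* (−4.44) and *Ckap2l* (−4.39). Of the uniporter complex, *Mcub* fell by 1.54 on the log2 scale (SE 0.24, edgeR adjusted p = 2.74e-05). *Smdt1* fell by 0.42 (edgeR adjusted p = 0.000183) and *Micu2* rose by 0.18 (edgeR adjusted p = 0.000402). Of the 7272 genes called in either direction, 86.7% were shifted the same way from the WT untreated mean in untreated *Mcu*-/- replicate 4. In untreated *Mcu*-/- replicates 1 to 3 this share was 49.9% to 50.8%.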

As expected, a volcano plot revealed that many inflammatory genes were significantly upregulated in zymosan-stimulated *Mcu*^−/−^ macrophages when compared to their WT counterparts (Fig. 7a). Conversely, BAPTA-AM loading broadly decreased the expression of inflammatory gene transcription (Fig. 7b). 

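In zymosan-stimulated WT macrophages, 753 genes were higher and 741 lower with BAPTA-AM loading than without it, by the same test. Among the 3790 genes that zymosan raised in WT macrophages, 539 were lower and 180 higher with BAPTA-AM. Of the genes marked in Fig. 7b, *Il12b* had 872 ± 113 normalized counts (n = 4) in loaded and 2128 ± 169 (n = 5) in unloaded macrophages, a log2 fold change of −1.29 (SE 0.09, edgeR adjusted p = 5.14e-08). *Timp1* had 88.0 ± 17.2 and 276 ± 31.8, a log2 fold change of −1.65 (edgeR adjusted p = 0.000976). *Il10ra* had 3993 ± 149 and 6075 ± 201, a log2 fold change of −0.61 (edgeR adjusted p = 1.64e-05). The largest rises among genes of at least 10 CPM were in *Cry1* (1.15), *Rfx1* (1.03), *Ston2* (1.02), *Mbd5* (1.00) and *Arrdc4* (1.00), as log2 fold changes. After *Il1a*, *Il1b* and *Timp1*, the largest falls were in *Hspa1b* (−1.34), for which reads shared with its near-identical copy *Hspa1a* were not resolved, and *Rcan1* (−1.34). Without untreated *Mcu*-/- replicate 4, a library outside this comparison that shares its estimate of spread, 1783 genes were higher and 1929 lower. A fit of the groups compared alone gave 1741 and 1788.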

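The hallmark sets of GSEA were not used here, and 10 hand-written lists of process genes stood in for them, tested with camera at a preset inter-gene correlation of 0.01 and adjusted over the 10 lists of a comparison. In *Mcu*-/- against WT macrophages with zymosan, the hypoxia list was higher (median log2 fold change 0.37, camera adjusted p = 0.000692). The complement (0.12, adjusted p = 0.103), glycolysis (0.23, adjusted p = 0.278), fatty acid metabolism (0.00, adjusted p = 0.501), IL6 JAK STAT3 (0.07, adjusted p = 0.691), interferon gamma (0.13, adjusted p = 0.694) and reactive oxygen species (0.06, adjusted p = 0.940) lists were not called by camera. With BAPTA-AM, the IL6 JAK STAT3 (−0.17, camera adjusted p = 5.64e-14), interferon gamma (−0.18, adjusted p = 1.15e-11), complement (−0.13, adjusted p = 1.74e-06) and hypoxia (−0.04, adjusted p = 0.0195) lists were lower. The cell cycle (0.03, adjusted p = 0.401), fatty acid metabolism (−0.01, adjusted p = 0.539), reactive oxygen species (−0.03, adjusted p = 0.539) and glycolysis (0.01, adjusted p = 0.879) lists were not called by camera in that comparison. Under fry, the hypoxia call in *Mcu*-/- macrophages and the BAPTA-AM calls of the IL6 JAK STAT3, interferon gamma and complement lists held. With the correlation estimated from the data, only the IL6 JAK STAT3 and complement calls held among these 5. In *Mcu*-/- against WT macrophages, fry also called the IL6 JAK STAT3 (adjusted p = 0.0339) and complement (0.00066) lists higher and fatty acid metabolism lower (0.00066). With the estimated correlation none of these was called there (adjusted p = 0.791, 0.669 and 0.675). Without untreated *Mcu*-/- replicate 4, camera also called the interferon gamma (adjusted p = 0.00412), complement (1.57e-05) and glycolysis (0.000962) lists higher in *Mcu*-/- macrophages, with medians of 0.13, 0.12 and 0.23.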

GSEA pathway analysis revealed the key pathways that follow this pattern of regulation in macrophages, that is, upregulated when mCa^2+^ is diminished (cCa^2+^ signaling is enhanced) and downregulated when all Ca^2+^ signaling is prevented by BAPTA-AM (Fig. 7c). 

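The inflammatory response list, of which 109 genes were tested, had a median log2 fold change of 0.34 in *Mcu*-/- against WT macrophages with zymosan (camera adjusted p = 0.000382). In that comparison 58 of its genes were called higher and 28 lower over all genes tested, and 60 and 30 adjusted over the list alone. With BAPTA-AM its median was −0.26 (camera adjusted p = 1.01e-20), with 1 gene higher and 32 lower, and 1 and 43 adjusted over the list alone. The list of TNF signaling via NF-κB, of which 155 genes were tested and 41 were shared with the inflammatory response list, had a median of 0.19 in *Mcu*-/- macrophages (camera adjusted p = 0.000692). There 72 of its genes were called higher and 38 lower, and 72 and 40 adjusted over the list alone. With BAPTA-AM its median was −0.24 (camera adjusted p = 7.35e-20), with 5 genes higher and 52 lower, and 5 and 66 adjusted over the list alone. The paper names 43 of the genes in the inflammatory response list and 18 of those in the TNF list from these same libraries, so these counts are not independent of its choice. Without the named genes both *Mcu*-/- calls were lost. The medians were then 0.024 with the opposite camera direction (adjusted p = 0.772) for the inflammatory response list and 0.10 (0.0686) for the TNF list. Taking out genes chosen on these same libraries biases what remains toward no rise, so this loss does not by itself argue against a rise. Under fry all 4 calls of the full lists held. With the correlation estimated from the data, both BAPTA-AM calls held and both *Mcu*-/- calls were lost, with camera adjusted p of 0.408 for the inflammatory response list (1.21e-06 to 0.772 over its alternatives) and 0.669 for the TNF list (8.07e-06 to 0.669).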

Genes involved in inflammatory responses and those involved in the overlapping TNF–NF-κB pathway showed this pattern most clearly. Using normalized counts, we showed significantly increased expression of *Il1b*, *Il1a*, *Il6*, *Nlrp3*, *Cxcl9* and *Clec5a* when mCa^2+^ uptake was diminished during an inflammatory response to zymosan (Fig. 7d). 

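All 6 genes were called higher in *Mcu*-/- macrophages and lower in BAPTA-AM loaded macrophages, each against unloaded WT macrophages with zymosan. *Il1b* (ENSMUSG00000027398, chromosome 2 of mm10 from 129364570 to 129371139) had 4790 ± 359 normalized counts in *Mcu*-/- (n = 3), 2300 ± 97.6 in WT (n = 5) and 725 ± 79.3 in BAPTA-AM loaded macrophages (n = 4). Its log2 fold change was 1.06 in *Mcu*-/- (SE 0.14, edgeR adjusted p = 8.27e-06) and −1.66 with BAPTA-AM (SE 0.14, edgeR adjusted p = 3.81e-07). *Il1a*, its neighbour from 129299610 to 129309972, had 2135 ± 131, 489 ± 34.5 and 101 ± 3.95, log2 fold changes of 2.13 and −2.28 (edgeR adjusted p = 4.71e-11 and 3.67e-09). *Nlrp3* (chromosome 11, 59541568 to 59566956) had 9675 ± 300, 3626 ± 199 and 2778 ± 151, log2 fold changes of 1.42 and −0.38 (edgeR adjusted p = 1.41e-09 and 0.00776). *Il6* (chromosome 5, 30013114 to 30019981) had 7985 ± 196, 4669 ± 117 and 3061 ± 193, log2 fold changes of 0.77 and −0.61. *Cxcl9* had 768 ± 25.8, 456 ± 47.7 and 248 ± 26.1, and *Clec5a* 628 ± 37.3, 354 ± 22.9 and 215 ± 9.57, with log2 fold changes of 0.75 and 0.83 in *Mcu*-/- and of −0.88 and −0.72 with BAPTA-AM. No library of 1 group overlapped the other group in these comparisons, and the exact two-sided permutation test gave p = 0.0179 for each *Mcu*-/- and p = 0.00794 for each BAPTA-AM difference, the smallest that these group sizes allow. With each of the 20 libraries left out in turn, the log2 fold change of *Il1b* in *Mcu*-/- macrophages stayed between 1.01 and 1.12.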

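Zymosan raised 3790 genes and lowered 4303 in WT macrophages. By fitted fold change the largest rises were in *Ifnb1* (at least 612-fold), *Il33* (at least 260-fold), *Il12b* (at least 613-fold), *Nos2* (at least 206-fold) and *Cxcl10* (log2 fold change 10.22). For all but *Cxcl10* the untreated libraries were at the detection floor, so only the bound is measured and the rank is not. *Il6*, which was not at the floor but had only 1 to 8 counts per WT untreated library, rose 1067-fold (log2 fold change 10.07). Its log2 fold change ran from 9.72 to 10.46 with each library left out in turn. The largest falls were in *Cnr2* (−7.06), *Usp2* (−5.34), *Cx3cr1* (−5.25), *Nuak1* (−4.99) and *Pald1* (−4.80) on the log2 scale. Of the 3790 raised genes, 1087 were higher and 1384 lower in *Mcu*-/- than in WT macrophages with zymosan, and 539 were lower with BAPTA-AM. Those both higher in *Mcu*-/- and lower with BAPTA-AM numbered 141, against 155 if these conditions fell independently among the raised genes. All 6 genes of Fig. 7d were among the 141. The comparisons share the WT zymosan libraries. In 20 simulations of unchanged groups set against those libraries, no gene was selected at an adjusted p under 0.05 (edgeR). Unchanged groups give few calls and shared libraries push fold changes the same way, so this 0 was set in advance and does not bear on the overlap. The WT zymosan libraries were also divided between the comparisons, in 20 splits. Genes higher in *Mcu*-/- and lower with BAPTA-AM were then 1.04 to 1.24 times the number under independence. With the shared libraries they were 0.912 times that number. Genes lower in both comparisons were 1.19 to 1.31 times the number under independence in the splits, and 1.21 times with the shared libraries. The excess was thus not particular to genes shifted in opposite directions. Without untreated *Mcu*-/- replicate 4 the selection gave 544 genes, among them all 141, against 525 under independence. A fit of the groups compared alone gave 541 genes.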

In total, we identified 668 genes that are regulated by mCa^2+^ uptake in zymosan-stimulated macrophages (Fig. 7e). The analysis so far has focused on gene expression changes in response to a potent inflammatory stimulus (zymosan). We checked if abrogation of mCa^2+^ uptake in *Mcu*^−/−^ macrophages upregulates inflammatory genes at baseline—without any overt exposure to an inflammatory stimulus. 

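Without zymosan, 15 genes were higher and 26 lower in *Mcu*-/- than in WT macrophages, and 1743 genes had an unadjusted p under 0.05 in edgeR's test. Of the 109 tested genes of the inflammatory response list, 4 were called higher and 1 lower over all genes tested, and 14 and 3 adjusted over the list alone. Of the 155 tested genes of the TNF list, 5 were called higher and 1 lower, and 16 and 5 adjusted over the list alone. *Ccrl2* had 71.2 ± 25.7 normalized counts in *Mcu*-/- (n = 4) and 39.1 ± 4.89 in WT macrophages (n = 4), a log2 fold change of 0.85 (SE 0.17, edgeR adjusted p = 0.0285). Its call was lost when WT untreated replicate 1, 2, 3 or 4 was left out (edgeR adjusted p = 0.0716, 0.150, 0.0640 and 0.0937, within 4.58e-06 to 0.755 over its alternatives). *Cd69* had 123 ± 53.6 and 72.4 ± 9.17, a log2 fold change of 0.76 (edgeR adjusted p = 0.148). In replicate 4 *Cd69* stood apart from replicates 1 to 3, and without that library the log2 fold change was 0.41. The largest rises of called genes with at least 10 CPM whose groups did not overlap were in *Cxcl10* (1.38), *Ifit1* (1.09), *Mmp12* (0.72), *Arhgef3* (0.41) and *Mcm6* (0.34), as log2 fold changes. The largest falls were in *Cx3cr1* (−0.92), *St7* (−0.55), *Eif3a* (−0.54), *Met* (−0.43) and *Mios* (−0.36). The paper's *Mcu*-/- macrophages came from *Mcu* fl(*Cx3cr1-cre*) mice. The fall of *Cx3cr1* can therefore not be told apart here from an effect of that Cre construct. *Ifit1* was 0.64 without untreated *Mcu*-/- replicate 4, which stood apart for this gene as well. Of these 10 genes, only *Cxcl10*, *Cx3cr1* and *Eif3a* kept their calls under each alternative that tested them. The minimum log2 fold change was not applied to single genes, and *Cx3cr1* was not tested with at least 10 counts required in every library. With *Mcu*-/- untreated replicate 4 left out, 178 genes were higher and 213 lower, among them 14 and 26 of the genes called with all libraries. Genes higher numbered 5, 8 and 9 without WT untreated replicate 1, 2 and 4, and 27, 27 and 26 without *Mcu*-/- untreated replicate 1, 2 and 3. Without WT untreated replicate 2, 14 genes were lower.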

Surprisingly, although the expression levels were low in quiescent macrophages, we observed a clear upregulation of inflammatory response genes in unstimulated *Mcu*^−/−^ macrophages (Fig. 7g,h). 

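In untreated macrophages the inflammatory response list had a median log2 fold change of 0.12 in *Mcu*-/- against WT (camera adjusted p = 0.0117), and 0.06 with the 11 genes at the detection floor set to their bound. The TNF list had a median of 0.14 (camera adjusted p = 0.00436), or 0.09 with its 8 genes at the floor set to their bound. The interferon gamma list had a median of 0.35 (camera adjusted p = 3.95e-12). The hypoxia (0.15, camera adjusted p = 0.00436) and glycolysis (0.12, adjusted p = 0.00518) lists were higher and the cell cycle list (−0.16, adjusted p = 0.00436) was lower. The complement (0.08, camera adjusted p = 0.0892), fatty acid metabolism (0.04, adjusted p = 0.141), IL6 JAK STAT3 (0.02, adjusted p = 0.241) and reactive oxygen species (0.01, adjusted p = 0.756) lists were not called. None of these calls held under fry or with the correlation estimated from the data, where the inflammatory response list had adjusted p of 0.184 and 0.484 (0.00346 to 0.484 over its alternatives). Without *Mcu*-/- untreated replicate 4 the medians were 0.002 for the inflammatory response list (camera adjusted p = 0.476), −0.03 for the TNF list (0.481), 0.08 for the interferon gamma list (2.20e-12), −0.01 for the hypoxia list (0.0792), 0.01 for the glycolysis list (0.742) and 0.16 for the cell cycle list (9.11e-29). The cell cycle list, higher there, was also called by fry (adjusted p = 0.000141) and with the estimated correlation (0.00412). In that fit camera called the fatty acid metabolism list higher (0.04, adjusted p = 0.00293). Fry called it too (0.0112), and with the estimated correlation it was not called (0.184). Against the WT mean, the inflammatory response list had a median log2 difference of −0.01, 0.02 and −0.01 in *Mcu*-/- replicates 1 to 3 and 0.28 in replicate 4. The interferon gamma list had 0.09, 0.08, 0.06 and 0.74.

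**Figure D2:**
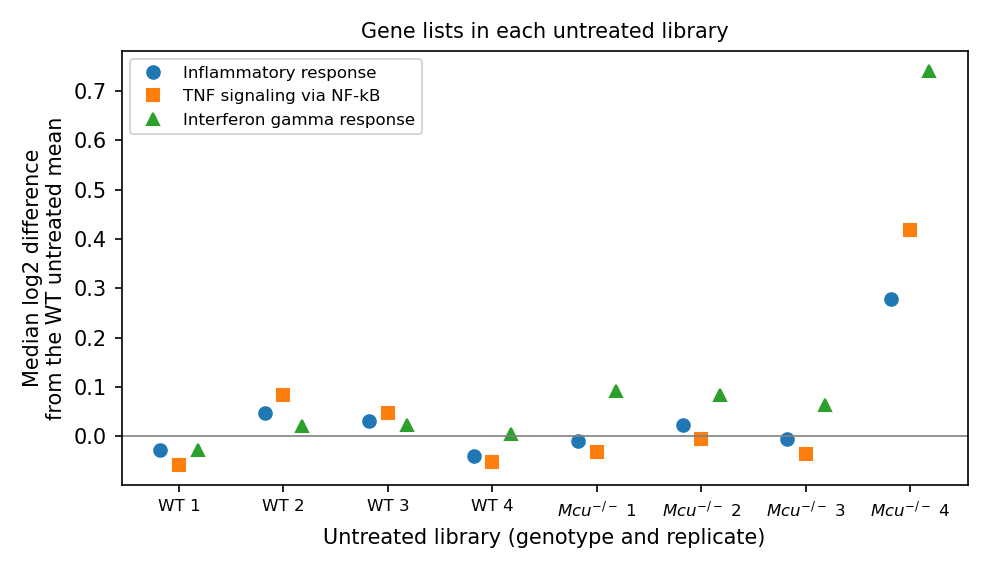
Median log2 difference of 3 gene lists from the WT untreated mean (vertical axis) in each of the 8 untreated libraries (horizontal axis); each symbol is 1 list in 1 library. *Mcu*-/- replicate 4 has medians of 0.28, 0.42 and 0.74 for the inflammatory response, TNF and interferon gamma lists, and *Mcu*-/- replicates 1 to 3 lie between −0.04 and 0.09.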

Similar to zymosan stimulation, GSEA pathway analysis revealed a significant enrichment of inflammatory pathways in *Mcu*^−/−^ macrophages at baseline when compared to WT controls (Extended Data Fig. 9a,b). 

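In untreated macrophages *Cxcl10* (ENSMUSG00000034855, chromosome 5 of mm10 from 92346638 to 92348889) had 234 ± 35.0 normalized counts in *Mcu*-/- (n = 4) and 89.8 ± 11.2 in WT (n = 4). Its log2 fold change was 1.38 (SE 0.10, edgeR adjusted p = 2.14e-07), and it stayed between 1.30 and 1.47 with each library left out in turn. *Il6* had 13.0 ± 2.04 and 4.38 ± 3.11 normalized counts, a log2 fold change of 1.60 (SE 0.28, edgeR adjusted p = 0.0124). The call of *Il6* was lost without WT untreated replicate 1 or 2 (edgeR adjusted p = 0.116 and 0.0732, within 0.00405 to 0.755 over its alternatives). *Il12b* (chromosome 11, 44400063 to 44414033) had 7.49 ± 1.59 normalized counts in *Mcu*-/- and at most 3 counts in each WT library, so it was at least 2.16-fold higher (edgeR adjusted p = 0.0342). The call of *Il12b* was lost without *Mcu*-/- untreated replicate 1, 2 or 4 (edgeR adjusted p = 0.0566, 0.0615 and 0.0888) and without WT untreated replicate 1, 3 or 4 (0.0942, 0.112 and 0.0962), within 0.0129 to 0.112 over its alternatives. *Ccl5* had 63.8 ± 55.1 in *Mcu*-/- and 25.8 ± 6.66 in WT (log2 fold change 1.28, edgeR adjusted p = 0.196). Replicate 4 stood apart in *Ccl5*, and without it the *Mcu*-/- mean was 36.2 ± 2.00 (n = 3) and the log2 fold change 0.48. For each of these 4 genes the *Mcu*-/- and WT libraries did not overlap, which the exact two-sided permutation test gives p = 0.0286, the smallest that 4 against 4 libraries allow.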

Within the inflammatory pathway genes, *Cxcl10*, *Il6* and *Il12b* were significantly elevated (Fig. 7i). Together, these data show that diminished mCa^2+^ uptake drives low-grade inflammation in the absence of overt inflammatory stimuli and promotes a hyper-inflammatory response when the macrophages are exposed to inflammatory stimuli.

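The response to zymosan itself was compared between genotypes by an interaction term in the same fit, which called 4122 genes, and 7039 without *Mcu*-/- untreated replicate 4. For the inflammatory response list the response was larger in *Mcu*-/- than in WT macrophages by a median of 0.19 on the log2 scale (camera adjusted p = 0.203). For the TNF list it was larger by 0.04 (camera adjusted p = 0.487). Camera called a negative term for the interferon gamma (−0.41, adjusted p = 0.00288) and cell cycle (−1.96, adjusted p = 1.93e-14) lists. It called a larger response in *Mcu*-/- for hypoxia (0.18, adjusted p = 0.0112). In WT macrophages zymosan raised the interferon gamma list (median 2.55) and lowered the cell cycle list (−0.56). The negative term is thus a smaller rise in *Mcu*-/- for interferon gamma and a larger fall for cell cycle. With the correlation estimated from the data all 3 calls were lost (adjusted p = 0.797, 0.659 and 0.797), and under fry only that of the cell cycle list held (adjusted p = 0.0111, against 0.0765 and 0.157). These list results depend on untreated *Mcu*-/- replicate 4. Without it the medians were 0.31 for the inflammatory response (camera adjusted p = 0.00665), 0.18 for the TNF (0.00944), 0.03 for the interferon gamma (0.432), −2.29 for the cell cycle (1.14e-50) and 0.36 for the hypoxia list (1.56e-07), and camera also called the complement (0.12) and glycolysis (0.19) lists. With the correlation estimated from the data only the cell cycle list was called without that library (adjusted p = 0.000745). Fry without that library called a larger response for the inflammatory response (adjusted p = 2.72e-08), TNF (1.69e-05), hypoxia (1.39e-09), complement (9.84e-10), glycolysis (1.84e-07) and reactive oxygen species (3.77e-08) lists. It called a larger fall for cell cycle (3.67e-14) and a smaller response for fatty acid metabolism (4.68e-05). Interferon gamma (0.236) and IL6 JAK STAT3 (0.424) were not called by fry. *Ccl2* had a larger response in *Mcu*-/- macrophages (interaction log2 fold change 1.06, edgeR adjusted p = 1.27e-08), and for *Il1a* (1.25, edgeR adjusted p = 0.201) and *Il6* (−0.82, edgeR adjusted p = 0.0527) the responses were not called different. For *Il1a* the WT untreated libraries were at the detection floor (0 to 3 counts). The size of its term is therefore not measured, and the missing call leaves its response open. From the higher expression of inflammatory genes in unstimulated *Mcu*-/- macrophages and their rise after zymosan relative to WT, the paper concludes that reduced mCa2+ uptake drives low-grade inflammation without a stimulus and a hyper-inflammatory response with one.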

**Fig. 7:**
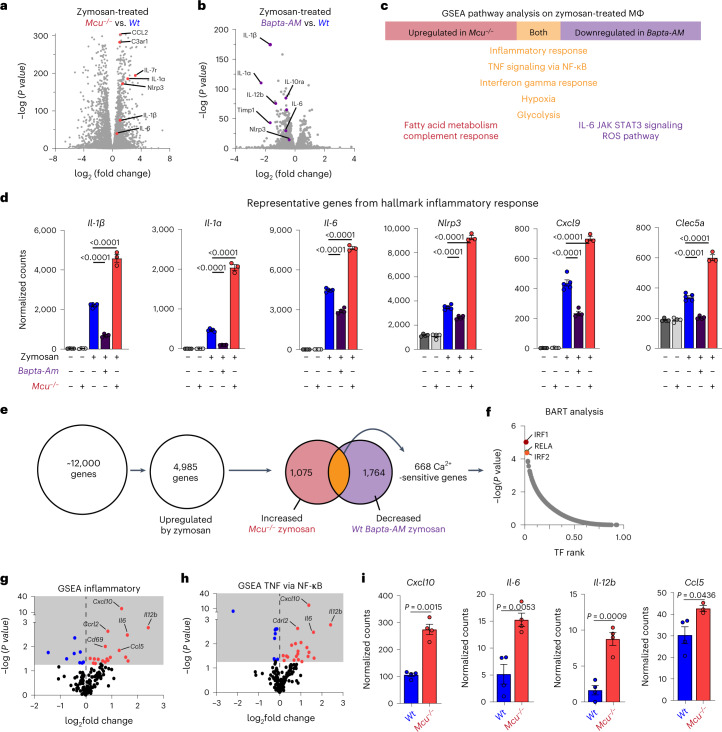
RNA-seq analysis of *Mcu*^−/−^ and BAPTA-AM-loaded BMDMs reveals transcripts sensitive to mCa^2+^ uptake. **a**, Volcano plot showing increased expression of inflammatory genes in *Mcu*^−/−^ BMDMs, compared to WT BMDMs, treated with zymosan for 3 h. Data normalization, dispersion estimates and model fitting (negative binomial) were carried out with the DESeq function (DESeq2 R package). Wald statistics were used for the significance tests. **b**, Volcano plot showing reduced expression of inflammatory genes in BAPTA-AM loaded BMDMs, when compared to unloaded BMDMs, treated with zymosan for 3 h. Data normalization, dispersion estimates and model fitting (negative binomial) were carried out with DESeq. Wald statistics were used for the significance tests. **c**, GSEA pathway analysis of *Mcu*^−/−^, BAPTA-AM loaded (WT) and unloaded WT BMDMs stimulated with zymosan for 3 h. MΦ, macrophage. **d**, Normalized counts for representative genes in the GSEA hallmark inflammatory response pathway. *N* = 3–5 biological replicates. Error bars represent the s.e.m.; *P* values were determined by one-way ANOVA. **e**, Schematic showing gene transcripts used for BART analysis. **f**, BART analysis of 668 mCa^2+^-sensitive genes identified in **a**. Transcription factor (TF) rank was plotted against the −log(*P* value) for each identified transcription factor. **g**, Volcano plot showing gene expression of the GSEA inflammatory response pathway in unstimulated *Mcu*^*−/−*^ macrophages, compared to their WT counterparts. Data normalization, dispersion estimates and model fitting (negative binomial) were carried out with DESeq. Wald statistics were used for the significance tests. **h**, Volcano plot showing expression of genes of the GSEA TNF–NF-κB pathway in unstimulated *Mcu*^*−/−*^ macrophages, compared to their WT counterparts. Data normalization, dispersion estimates and model fitting (negative binomial) were carried out with DESeq. Wald statistics were used for the significance tests. **i**, Normalized counts for representative genes in the GSEA hallmark inflammatory response pathway. *N* = 4 biological replicates. Error bars represent the s.e.m.; *P* value was determined by Welch’s *t*-test, two-tailed. Source data

### Analysis of Ca^2+^-sensitive inflammatory gene expression

We applied the binding analysis for regulation of transcription (BART) analysis^69^ to predict transcriptional regulators of the 668 mCa^2+^-sensitive genes we identified (Fig. 7e). This analysis complemented the ex vivo experiments by implicating the RelA family, which includes NF-κB, as being the responsible transcription factors (Fig. 7f). However, this analysis also suggested that transcription by interferon regulatory transcription factor (IRF) family proteins IRF1 and IRF3 is regulated by mCa^2+^ uptake; however, unlike NF-κB, we did not find any enhancement of IRF3 translocation in *Mcu*^−/−^ cells (Extended Data Fig. 9c,d). It is, however, possible that Ca^2+^ signaling regulates an ancillary process of IRF3-mediated gene transcription. When we compare these datasets for similarities across species, we can identify 22 genes associated with inflammaging and reduced mCa^2+^ uptake in macrophages (Extended Data Fig. 9e).

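The human dataset of this comparison was not analysed here. The source data of Extended Data Fig. 9e list 20 genes for zymosan-stimulated and another 20 for untreated macrophages, with 6 genes in both lists. The number of genes that the paper's text gives for this comparison matches neither list. The paper chose both lists on these libraries, so none of the counts below is independent evidence. In *Mcu*-/- against WT macrophages with zymosan, all 20 genes of the zymosan list were called higher, with log2 fold changes from 1.50 to 3.83 and a median of 2.07. The largest were in *Rgs16* (119 ± 24.9 normalized counts in *Mcu*-/-, n = 3, and 8.28 ± 2.41 in WT, n = 5) and *Il7r*. With at least 10 counts required in every library, 11 of them remained in the test and were called. In untreated macrophages all 20 genes of the untreated list had a higher mean in *Mcu*-/-, and 3 were called over all genes tested and 17 adjusted over the list alone. All 20 were at least 2-fold above the WT mean in untreated *Mcu*-/- replicate 4, and 3, 2 and 3 were in replicates 1, 2 and 3. Of the untreated list, 6 genes were called without replicate 4, and 1 was without WT untreated replicate 1 or 2.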

### *Mcu* knockdown in human macrophages increases inflammatory output

As illustrated (Extended Data Fig. 10a), we differentiated human monocyte-derived macrophages (HMDMs) by first enriching the human monocytes from donor buffy coats and then culturing them for 7 d in growth medium supplemented with macrophage colony-stimulating factor. Flow cytometry analysis confirmed proper differentiation of the HMDMs. The HMDMs exhibited high-density staining of the macrophage markers CXCL10 and CD86, which were absent on undifferentiated monocytes on day 0 (Extended Data Fig. 10b,c). The short interfering RNA (siRNA)-mediated knockdown of *MCU* successfully reduced the mRNA levels of *MCU*, as measured by quantitative PCR with reverse transcription (RT–qPCR) analysis of *MCU* exon 3 and exon 6 (Extended Data Fig. 10d). Comparison of the mCa^2+^ uptake capacity clearly showed a robust uptake in HMDMs transfected with scrambled siRNA control (*siNT*-HMDMs) and a significantly diminished mCa^2+^ uptake in HMDMs transfected with MCU siRNA (*siMCU*-HMDMs; Fig. 8a). When stimulated with zymosan, the control *siNT*-HMDMs displayed Ca^2+^ oscillations throughout the 30 min of imaging. But similar to BMDMs-O and *Mcu*^−/−^ BMDMs, the *siMCU*-HMDMs showed a significant increase in both the frequency and amplitude of the Ca^2+^ oscillations (Fig. 8b,c). The spatiotemporal analysis of the Ca^2+^ oscillations also revealed a similarity to mouse WT BMDMs-O and *Mcu*^−/−^ BMDMs-Y. The *siMCU*-HMDMs exhibited significantly more Ca^2+^ spikes on an individual basis (Fig. 8d–f). Then, we checked the inflammatory response in *siMCU*-HMDMs and found that the expression levels of pro-inflammatory cytokines IL-1β, IL-6 and TNF were significantly higher when compared to *siNT*-HMDMs (Fig. 8g). Similar results were seen with LPS stimulation (Extended Data Fig. 10e). These results show that the sensitivity of the inflammatory response to mCa^2+^ uptake is conserved and can be demonstrated readily in human macrophages.

**Fig. 8:**
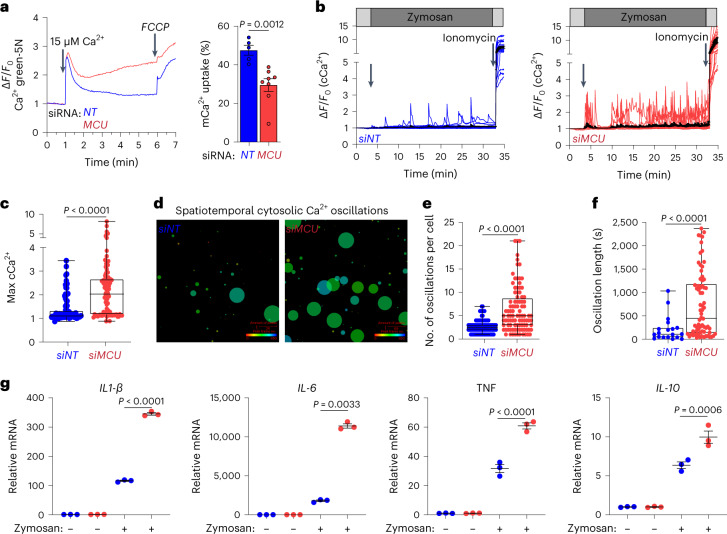
siRNA-mediated depletion of *MCU* in human monocyte-derived macrophages renders them hyper-sensitive to inflammatory stimuli. **a**, Representative trace for a mCa^2+^ uptake in permeabilized *siNT* and *siMCU*-transfected HMDMs. Right, quantification of mCa^2+^ uptake. *N* = 5–8 biological replicates. Error bars represent the s.e.m.; *P* = 0.0012 determined by *t*-test. **b**, cCa^2+^ oscillations in *siNT* and *siMCU*-transfected HMDMs. Δ*F/F*_0_ values for Fura-2-AM loaded macrophages were plotted. Images were taken every 3 s. **c**, Maximum cCa^2+^. *N* = 88–98 cells, three independent experiments. Whiskers represent the minimum to maximum values for each dataset. The box represents the 75th and 25th percentiles. The line is the median; *P* < 0.0001 according to Welch’s *t*-test, two-tailed. **d**, CALIMA maps depicting spatiotemporal aspects of cCa^2+^ elevations. **e**, Oscillation frequency was determined for individual cells. *N* = 88–98 cells, three independent experiments. Whiskers represent the minimum to maximum values for each dataset. The box represents the 75th and 25th percentiles. The line is at the median; *P* < 0.0001 according to Welch’s *t*-test, two-tailed. **f**, Oscillation length was determined for individual cells. *N* = 88–98 cells, three independent experiments. Whiskers represent the minimum to maximum values for each dataset. The box represents the 75th and 25th percentiles. The line is the median; *P* < 0.0001 according to Welch’s *t*-test, two-tailed. **g**, Gene expression of IL-1β, IL-6, TNF and IL-10 mRNA. *N* = 3 biological replicates. Error bars represent the s.e.m.; *P* values were determined by one-way ANOVA. Source data

## Discussion

In this study, we report a surprising discovery that mCa^2+^ uptake capacity in macrophages drops significantly with age. This amplifies cCa^2+^ signaling and promotes NF-κB activation, rendering the macrophages prone to chronic low-grade inflammatory output at baseline and hyper-inflammatory when stimulated. Although mitochondrial dysfunction has long been a suspected driver of aging, our study pinpoints the MCU complex as a keystone molecular apparatus that links age-related changes in mitochondrial physiology to macrophage-mediated inflammation.

Gene expression analyses of human blood revealed clear signs of chronic age-associated inflammation, supporting the idea that blood transcriptomics can be used to monitor biomarkers of age-related low-grade inflammation. Both chronic low-grade inflammation and mitochondrial dysfunction are known hallmarks of aging, but mechanistic links between these two processes have not been defined with clear links to human biology^70,71^. For example, defective mitophagy in *Prkn*^−/−^ mice may contribute to inflammaging by shedding mitochondrial DNA as an inflammatory stimulus in senescent cells^71^. Although a progressive age-associated decline in mitophagy is not evident in human myeloid cells, if one supposes that there is a steady age-associated shedding of inflammatory mediators from other senescent cells, our findings predict that the decreased mCa^2+^-uptake capacity will render the macrophages hyper-responsive to such inflammatory stimuli from senescent cells and thereby drive inflammaging. A recent study performed a comprehensive analysis of mitochondrial phenotypes in purified human cell types and mixtures but omitted mCa^2+^ uptake as a marker of mitochondrial fitness^72^. Interestingly, the authors found that their mitochondrial health index was most impaired in monocytes isolated from aged human donors. Although we chose to focus on macrophage-mediated inflammation, the broad outlines of the mechanistic model are likely applicable to other myeloid cells such as neutrophils and mast cells too, and that is an important line for our future investigations.

Whether macrophages deficient in mCa^2+^ uptake are hyper-inflammatory to all kinds of inflammatory stimuli is an outstanding question. For example, tissue-resident macrophages are constantly exposed to purinergic signals^73^ and our model predicts that in older mice and humans, the reduced Ca^2+^-buffering capacity of mitochondria will render the myeloid cells hyper-responsive to such purinergic signals. In addition to increased inflammation, a reduction in mCa^2+^ uptake also affects the ability of macrophages to phagocytose and kill pathogens, an immunological deficit known to be related to age. Analysis of genes that are especially sensitive to mCa^2+^ uptake points to the RelA family as the key transcription factors involved in this process. Consistently, we show that the nuclear translocation of NF-κB, which is central to the inflammatory response, is enhanced when mCa^2+^ uptake is diminished. Notably, the loss of mCa^2+^ uptake also results in hyperactivation of NFAT^74^, a transcription factor that is exquisitely sensitive to Ca^2+^ signaling. But in contrast to NFAT regulation, where Ca^2+^ is known to regulate NFAT nuclear translocation through the Ca^2+^-activated phosphatase calcineurin^75,76^, the precise mechanisms through which Ca^2+^ regulates NF-κB translocation are not entirely clear.

In a landmark study, Fieni et al. used direct patch-clamp recordings of mitoplasts to demonstrate that MCU current density varies greatly between tissues^77^. Remarkably, they found that MCU current densities in the cardiac mitoplasts from newborn mice were nearly five times larger than those found in the adult counterparts. In accordance with those findings, our analysis of the human gene expression data shows that expression of *MCU* in the heart reduces progressively with age. In addition to age-related changes in gene expression, other ancillary mechanisms, such as posttranslational modifications of the MCU complex, are likely to be very relevant to the overall regulation of mCa^2+^ uptake. Although we have clearly demonstrated that reduced mCa^2+^ uptake is an important component of this aging process, we cannot rule out other age-associated changes in the molecular machinery of Ca^2+^ signaling. For instance, we have evidence that *ITPR3* expression increases with age. Interestingly, it was proposed recently that loss of *Itpr2* leads to improved lifespan in mice^55^. Our future studies will focus on determining whether the ER–mitochondria contact sites in the macrophages are disrupted with age and on defining the regulatory mechanisms of the age-associated reduction in *MCU* transcription.

A major paradox in the field of mCa^2+^ signaling is that despite that its machinery is highly conserved in invertebrates and vertebrates^78^, and expressed ubiquitously in mammalian tissues, the deletion of *Mcu*, in the mixed background, yields smaller but viable mice^79^. These mice display moderate defects in skeletal muscle function^79^, but the overall phenotype is surprisingly mild for a process that is so well conserved and ubiquitous. The phenotype of global *Mcu*^−/−^ mice is likely confounding in this respect because when a gene is deleted during embryogenesis, there is often a developmental compensation (not necessarily in the same molecular function). It is now becoming increasingly clear that a major role for mCa^2+^ signaling is tied to innate immune responses, the salience of which is largely masked in unchallenging conditions of a mouse vivarium. Recent studies establish that far from being a redundant Ca^2+^-buffering system, this molecular apparatus, centered on MCU and its regulatory subunits, has a profound role in host defense and inflammatory processes. Ironically, a steady age-associated erosion of its activities not only dampens the innate immune responses to fungal pathogens^42^, but also drives chronic low-grade inflammation. Interestingly, *MCU*-mutant flies show reduced lifespan^80^ but analyses of MCU-null hemocytes, the cells that constitute the *Drosophila* innate immune system, were not carried out. In mammals, tissue-resident macrophages occupy specialized niches in all organ systems. Age-associated decrease in the mCa^2+^-uptake capacity in these specialized tissue-resident macrophages may increase local inflammation and thereby have a major impact on organ physiology and homeostasis. An intriguing possibility is that resident macrophages of certain organ systems may be especially susceptible to such age-related changes. Our study sets the stage for many such research directions that may ultimately allow us to slow the onset and progression of many age-related diseases where chronic inflammation plays either a germinating or exacerbating role.

## Methods

### Mouse strains

Male and female mice aged 15 to 25 weeks (young) and 80–90 weeks (old) were used for all experiments. C57BL/6 mice we purchased from Jackson Laboratories (000664) within indicated age ranges. For WT and *Mcu(M)*^*−/−*^ mouse experiments, mice aged 15–25 weeks were used. *Mcu(M)*^*−/−*^ mice are reported previously^42^. The mouse experiments carried out in this study were reviewed and approved by the University of Virginia IACUC under the active protocol 3916.

### Cell lines and cell culture

All cells were grown and maintained at 37 °C, 5% CO_2_. BMDMs were isolated and cultured as previously described^81^. In brief, bone marrow was extracted from mouse femur and tibia via centrifugation. The red blood cells were lysed with ACK lysis buffer and the remaining cells were counted and plated on petri dishes at a density of 2–4 × 10^6^ cells per plate in BMDM Media (RPMI 1640 + 10% FBS + 20% L929-conditioned media). Cells were differentiated for 7 d and medium was replaced every 3 d. For experiments, BMDMs were used between days 9–14 after harvest.

### GTEx and differential gene expression analysis

GTEx Analysis V8, gene counts and metadata were downloaded from the GTEx portal (https://gtexportal.org/)^49^ and analyzed using RStudio. Expression profile data were obtained for different tissues, binned into age groups and then subjected to differential gene expression analysis using DESeq2 (ref. ^82^) R package. PCA plots were generated using the plotPCA function. The differentially expressed genes were ranked based on the log_2_ fold change and FDR-corrected *P* values. The ranked list was then used to perform pathway analysis using GSEA software^83^. For the analysis of genes associated with mitochondrial functions, the differentially expressed genes were uploaded to mitoXplorer1.0 (ref. ^50^) for pathway analysis. Comparative plots were generated for specified pathways and the log_2_ fold change was plotted for individual genes.

### Mitochondrial Ca^2+^ uptake in permeabilized macrophages

Ca^2+^ uptake assay was adapted for macrophages from Wettmarshausen et al.^84^ as reported in Seegren et al.^42^. In brief, cells were washed two times in D-PBS (without Ca^2+^ and Mg^2+^) and resuspended in ICM buffer containing 120 mM KCl, 5 mM NaCl, 1 mM MgCl_2_, 2 mM KH_2_PO_4_, 20 mM HEPES, 5 mM succinate, 5 mM malate, 5 mM glutamate, 500 nM thapsigargin and 0.1 µM calcium green-5N. Cells were immediately permeabilized with 35 µM digitonin for 5 min before recording on a FlexStation plate reader. Calcium green-5N fluorescence intensity was recorded every 2 s for the indicated time with injections of CaCl_2_ (concentration indicated in figure legend) and 10 µM FCCP at indicated times.

### Cytosolic Ca^2+^ imaging using ratiometric Fura-2

Ratiometric imaging of macrophages using Fura-2-AM was as described previously by Seegren et al.^42^. In brief, macrophages were incubated for 30 min with gentle agitation at room temperature (RT) with 5 μM Fura-2-AM, 0.02% of pluronic acid and 500 μM probenecid in Ringer solution (155 mM NaCl, 4.5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 5 mM HEPES and 10 mM glucose, pH 7.4). Fura-2 emissions were collected at 510 nm and with 340/380 nm of excitation. Excitation was performed using a DG4 Illuminator (Sutter Instruments).

### CALIMA analysis

Images acquired from cCa^2+^ imaging were uploaded into the CalciumImagingAnalyser from Radstake et al.^53^. Regions of interest were drawn manually over cells and processed for recorded cell activity. Spike detection parameters were set to the same values for each replicate and Excel sheets were exported for analysis in PRISM.

### Bulk RNA-seq analysis

On average we received 30 million paired-end sequences for each of the replicates. RNA-seq libraries were checked for their quality using the fastqc program (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The results from fastqc were aggregated using MultiQC software^85^. A program developed in-house was used for adaptor identification, and any contamination of adaptor sequence was removed with cutadapt (https://cutadapt.readthedocs.io/en/stable/). Reads were then mapped with the ‘splice aware’ aligner ‘STAR’^86^, to the transcriptome and genome of mm10 genome build. The HTseq software^87^ was used to count aligned reads that map onto each gene. The count table was imported to R to perform differential gene expression analysis using the DESeq2 package^82^. Lowly expressed genes (genes expressed only in a few replicates and had low counts) were excluded from the analysis before identifying differentially expressed genes. Data normalization, dispersion estimates and model fitting (negative binomial) were carried out with the DESeq function. The differentially expressed genes were ranked based on the log_2_fold change and FDR-corrected *P* values. The ranked file was used to perform pathway analysis using GSEA software^83^. The enriched pathways were selected based on enrichment scores as well as normalized enrichment scores.

### Binding analysis for regulation of transcription

A gene list of 668 Ca^2+^-sensitive genes was uploaded into the BART web interface developed and maintained by the C. Zang laboratory at the University of Virginia^69^. The software identified the most likely transcription factors regulating the input genes. The area under the curve and *P* values were exported and plotted.

### Immunoblotting

#### For analysis of caspase-1 and GSDMD

After treatment, the plates were centrifuged at 400*g* for 4 min and cell-free supernatants were collected. Cell lysates were prepared by directly adding 1× Laemmli sample buffer into the pellets and stored at −80 °C. At the day of electrophoresis, cell lysates were transferred into a 1.5-ml tube, sonicated and boiled at 95 °C for 5 min. Collected supernatants were cleared again by centrifugation at 400*g* for 5 min. Proteins in the supernatants were precipitated using 20% trichloroacetic acid, resuspended in 1× Laemmli sample buffer, and boiled at 95 °C for 5 min. Cell lysates and concentrated supernatants were run on a 12% homemade SDS–PAGE gel and transferred on to a 0.45-µm PVDF membrane (Millipore) using Towbin wet transfer buffer. After transfer, Ponceau S staining was performed to confirm equal loading of total proteins and the membrane was then blocked by 5% non-fat milk in TBST for 1 h at RT. Primary antibodies were diluted in TBST and incubated at 4 °C overnight. Horseradish peroxidase (HRP)-conjugated secondary antibodies were diluted in TBST at 1:10,000 and incubated for 1 h at RT. Membrane was developed by adding Luminata Forte Western HRP substrate (Millipore, WBLUF0100) and imaged on a Bio-Rad ChemiDoc Imager. Primary antibodies used were mouse anti-mCasp1(p20) (AdipoGen, Casper-1, 1:1,000 dilution) and rabbit anti-mGSDMD (Abcam, ab209845; 1:1,000 dilution). Secondary antibodies used were anti-mouse, HRP (Jackson, 115-035-003) and anti-rabbit, HRP (Jackson, 111-035-144).

### Nuclear and cytoplasmic fractions

The Thermo Scientific NE-PER Nuclear Cytoplasmic Extraction Reagent kit was used to generate nuclear and cytosolic fractions from cells following zymosan stimulation. Briefly, cells underwent reagent-based lysis using cytoplasmic extraction reagents I & II followed by centrifugation for 5 min at 16,000*g* to separate nuclei from cytosolic fractions. The nuclei were then lysed using the nuclear extraction reagent and centrifuged for 5 min at 16,000*g*. The resulting supernatant contained the nuclear extract and was used for subsequent western blotting.

### Native gel electrophoresis of MCU complex

The mitochondrial membrane proteins were extracted by incubating the isolated mitochondria with 1% digitonin on ice for 30 min. Samples were vortexed every few minutes. The mitochondrial extracts were then mixed at a 1:1 ratio with non-reducing sample loading buffer (62.5 mM Tris-HCl, pH 6.8, 40% (wt/vol) glycerol and 0.01% (wt/vol) bromophenol blue). Samples were resolved on 4–20% Mini-Protean TGX Stain-Free precast gels (Bio-Rad; 4568096) and run at 200 V for 5 h on ice. The gels were transferred onto a PVDF membrane using the Bio-Rad Turbo-blot system. Membranes were blocked with 5% milk for 30 min with gentle agitation before immunoblotting with primary antibody (α-MCU, clone D2Z3B, Cell Signaling 14997S and α-MICU1, clone D4P8Q, Cell Signaling 12524) in Signal Boost Immunoreaction Enhancer (Calbiochem, 407207-1KIT) at a 1:1,000 dilution. Staining with primary antibody was carried out overnight at 4 °C. Secondary anti-rabbit HRP was used in Signal Boost Immunoreaction enhancer for 2 h. The immunoblots were developed with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher, 34580) 5 min before imaging.

### qPCR

For all qPCR experiments, macrophages were plated at ~80% confluency into tissue culture-treated plates and rested overnight. For inflammatory gene expression, the following day, BMDMs were stimulated with Zymosan A BioParticles (Thermo Fisher, Z2849) at two particles per cell. For pharmacological pretreatments, on the day of experiment, BMDMs were treated with inhibitors for 30 min before the addition of zymosan, as described above. Inhibitor information and concentrations used were: BAPTA-AM (Thermo Fisher, B6769; 10 µM), ionomycin (Cayman Chemicals, 10004974; 1 µM), BTP2 (Sigma, 203890-M; 10 µM), zegocractin (MedChemExpress, HY-101942; 1 µM) and AZD7545 (MedChemExpress, HY-16082; 1 µM). For M1 versus M2 polarization, BMDMs were treated either with IFN-γ (R&D Systems, 485-MI-100/CF; 100 ng ml^−1^) and LPS (Invivogen, tlrl-eblps; 100 ng ml^−1^; to induce polarization toward a M1 phenotype) or with IL-4 (R&D Systems, 404-ML-010; 20 ng ml^−1^; to induce polarization toward a M2 phenotype). Total RNA was isolated from treated cells using RNeasy Plus Mini Kit. Following isolation, RNA concentration was determined using a NanoDrop 2000c spectrophotometer. RNA was converted to cDNA in a two-step reverse transcriptase process using the Promega Reverse Transcription Master Mix. Following cDNA synthesis, a Bio-Rad CFX Connect Real-Time system was used to perform qPCR reactions with SYBR Select Master Mix and 1 to 5 ng cDNA per well in a 96-well plate.

### Immunofluorescence

Cells were plated overnight on coverslips before experiments. BMDMs were stimulated with Zymosan A BioParticles (Thermo Fisher, Z2849) at two particles per cell for indicated times. Following treatments, coverslips were washed 3× in PBS to remove loose/non-adherent cells. Coverslips were fixed in 4% paraformaldehyde and 4% sucrose (30 min, RT). Coverslips were washed 3× in wash buffer (PBS with 0.05% Tween-20), blocked and permeabilized at RT for 1 h in B/P buffer (1% BSA, 0.1% Triton X-100 and 0.05% Tween-20 in PBS), and then incubated with primary antibody diluted in B/P buffer overnight at 4 °C. Coverslips were washed 3× in wash buffer, and incubated at RT with the appropriate secondary antibody in B/P buffer for 2 h, followed by 3× washes in wash buffer. Coverslips were mounted on glass slides (ProLong Gold Antifade; Thermo Fisher, P36930), stored in a desiccation box at 4 °C until imaging. Confocal microscopy was performed on a Zeiss LSM 880. Data were acquired with Zen Black and analyzed using ImageJ. Antibodies used for immunofluorescence were: anti-ASC/TMS1/PYCARD antibody (F-9): sc-271054, Santa Cruz; anti-NF-κB p65 (D14E12) XP rabbit monoclonal antibody 8242, Cell Signaling; anti-IRF-3 (D83B9) rabbit monoclonal antibody 4302, Cell Signaling.

### Mitogenie

To analyze mitochondrial morphology and other characteristics, images were cropped into individual cells and processed using a mitochondrial analysis workflow developed by the Kashatus laboratory^52^. Images were first input into the MitoCatcher application on the Mitogenie platform, generating binarized images of segmented mitochondrial networks. The MiA application on Mitogenie was used to analyze the images of the mitochondrial networks and produce quantitative measurements describing mitochondrial morphology.

### LDH assay

BMDMs were incubated for 3 h with LPS (Invivogen, tlrl-eblps; 100 ng ml^−1^) or Zymosan A BioParticles (Thermo Fisher, Z2849; two particles per cell) at 37 °C and 5% CO_2_. After 3 h, cells were washed 3× with HBSS, resuspended in Ringer solution (155 mM NaCl, 4.5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 5 mM HEPES and 10 mM glucose, pH 7.4) with or without nigericin (Invivogen, tlrl-nig; 5 µM). After 24 h, LDH was measured in the supernatants using Pierce LDH Cytotoxicity Assay Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### IL-1β ELISA

BMDMs were incubated for 3 h with LPS (Invivogen, tlrl-eblps; 100 ng ml^−1^) or Zymosan A BioParticles (Thermo Fisher, Z2849; two particles per cell) at 37 °C, 5% CO_2_. After 3 h, cells were washed 3× with HBSS, resuspended in Ringer solution (155 mM NaCl, 4.5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 5 mM HEPES, 10 mM glucose, pH 7.4) with or without nigericin (Invivogen, tlrl-nig; 5 µM). After 24 h, IL-1β was measured in the supernatants using ELISA MAX Standard Mouse IL-1β (BioLegend) according to the manufacturer’s instructions.

### Zymosan-induced peritonitis

*Mcu(M)*^−/−^ and WT mice were subjected to a model of zymosan-induced peritonitis^88^. In brief, mice were intraperitoneally injected with 55 mg per kg body weight Zymosan A and monitored for 24 h for clinical scores of conjunctivitis, lethargy, changes in hair coat and grimace pain to indicate symptoms of illness. Weight was monitored every 2 h and scoring was performed by a blinded member of the laboratory. Following 24 h, mice were euthanized. Blood and peritoneal lavage fluid were collected for Luminex analysis and cytokine detection.

### Differentiation of human monocyte-derived macrophages

Human monocytes were isolated from healthy donor buffy coats procured from the American Red Cross Biomedical Services (ARCBS), with consent from the volunteer donors for whole-blood collection and its use for research (Leukpacks/Whole Blood Clinical Study Protocol LP-2). The distribution of buffy coats to the laboratory of B.N.D. at University of Virginia was also reviewed and approved by the ARCBS Institutional Review Board under the active protocol 2016-030. Differentiation of HMDMs was performed using PromoCell, Serum-free and Zeno-free cell culture method. In brief, buffy coats were enriched for monocytes using RosetteSep Human Monocyte Enrichment Cocktail. Enriched monocytes were plated on six-well plates in monocyte attachment medium for 1 h in a 5% CO_2_ and 37 °C incubator. Cells were washed three times with vigorous swirling in warm monocyte attachment medium to remove non-adherent cells. Cells were cultured for 7 d in Macrophage Generation Medium DXF with supplement mix to generate HMDMs. The siRNA knockdown of *MCU* was performed two times over 48 h using Lipofectamine 3000 with 10 nM siRNA. Antibodies used for flow cytometry were: FITC anti-human CD14 antibody, BioLegend 325603; PE/Cyanine7 anti-human CD86 Antibody, BioLegend 305421; and PE anti-human CXCL10 (IP-10) antibody, BioLegend 519503. Flow cytometry was performed on an Attune NxT with Attune NxT Software (v2.0+).

### Statistics and reproducibility

All data were analyzed using Excel (Microsoft) and Prism 8 (GraphPad) software. All datasets were subjected to ROUT outlier test and the data points with *Q* < 1% were considered outliers and removed. In bar graphs, data are presented as means with error bars reflecting the s.e.m. or as indicated in figure legends. Statistical significance (*P* < 0.05) was computed using one-way ANOVA, two-way ANOVA and Welch’s *t*-test (two-tailed), as indicated in figure legends. The sample size and representation of ‘*n*’ (mice, experimental repeats or cells) is indicated in figure legends. Sample size was determined by using GPower3.l software. For all other experiments (ex vivo and in vivo), no power analysis was used for sample sizes and replicates, but they were determined based on experimental experience. In the box plots, the whiskers represent minimum and maximum values, the box represents the 75th and 25th percentiles and the horizontal line is the median. For zymosan-induced peritonitis, clinical scores were collected by laboratory personnel who were blinded to the genotype/condition of individual mice. All other experiments were not blinded but contained appropriate biological replication. The order of data collection was changed between experiments to avoid collection bias (for example, if the experiment was run as control, WT and then knockout for one experiment, the following experiment data was collected as knockout, WT and then control).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Fig. 1 Unprocessed blots and primer information.

Reporting Summary

## Data Availability

The RNA-seq data are deposited in the publicly available Gene Expression Omnibus database under accession GSE228873. Source data are available with this paper. All other data are available from the corresponding author upon reasonable request.

## Source data

Source Data Fig. 1
Source Data Fig. 2
Source Data Fig. 3
Source Data Fig. 4
Source Data Fig. 5
Source Data Fig. 6
Source Data Fig. 7
Source Data Fig. 8
Source Data Extended Data Fig. 1
Source Data Extended Data Fig. 2
Source Data Extended Data Fig. 3
Source Data Extended Data Fig. 4
Source Data Extended Data Fig. 5
Source Data Extended Data Fig. 6
Source Data Extended Data Fig. 7
Source Data Extended Data Fig. 8
Source Data Extended Data Fig. 9
Source Data Extended Data Fig. 10

How the deposited data were processed for this re-analysis (not part of the article)

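RNA was measured in 20 libraries of bone marrow-derived macrophages from WT and *Mcu*-/- mice, in 5 groups by genotype and treatment. The authors deposited 1 table of counts, made from paired-end reads by adaptor removal with cutadapt, mapping to mm10 with STAR and counting per gene with HTSeq. Its 21963 gene entries hold whole numbers without normalization, and reads outside genes are not in it. The paper's own tests used DESeq2. Genes are identified by symbol: of 21938 symbols, 21710 matched GENCODE M21, an annotation of the mm10 build, 127 matched through a synonym and 101 had no match, among which 26 symbols had been turned into dates. The 25 entries with a repeated symbol were kept apart as separate genes. Columns were assigned to groups by their labels. The 3 *Mcu*-/- zymosan columns carry the numbers 3, 4 and 5 while the sample labels count 1 to 3, so these libraries are named by column.

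Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python with matplotlib. Genes were filtered with filterByExpr, library sizes scaled with TMM, and all 20 libraries fitted by edgeR's quasi-likelihood model with 1 coefficient per group and no covariate. The comparisons were *Mcu*-/- against WT with zymosan, BAPTA-AM loaded against unloaded WT with zymosan, WT with zymosan against untreated, *Mcu*-/- against WT untreated, and the difference of the zymosan responses between genotypes. A Benjamini-Hochberg adjusted p under 0.05 made a call. Normalized counts are CPM of the scaled library size times the mean library size of 20.6 M. Single genes were also compared by exact two-sided permutation tests. A group with at most 3 counts in every library was taken as at the detection floor. Ca2+-sensitive genes were those called higher with zymosan in WT, higher in *Mcu*-/- than in WT with zymosan, and lower with BAPTA-AM.

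The 10 process lists were written by hand from general knowledge and tested with camera at a preset correlation of 0.01. GSEA with the hallmark sets and the prediction of transcription factors were not run here. The tests, the lists, the alternatives and the rule for naming genes were chosen before the data were examined, apart from the lists without the genes the paper names, which were added later. Named genes were those the paper names for this experiment, the uniporter complex, the genes of the 2 lists of Extended Data Fig. 9e, and per comparison the 5 largest rises and 5 largest falls among called genes with a mean of at least 10 CPM in the higher group and no overlap between libraries. The result of 1 named gene is not reported here. The alternatives were DESeq2's size factors, library totals for single genes, no filter beyond 1 count in any library, at least 10 counts in every library, DESeq2's Wald test, fits of the groups compared alone, a minimum absolute log2 fold change of 1, the replicate number as a block, fry, an estimated correlation, and leaving out each library in turn.

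Total counts ran from 14.4 to 24.0 M per library, so a gene at 1 CPM has about 14 to 24 counts. In simulated data with 200 genes changed by a log2 of 1, all 200 were recovered with their sign among 11491 genes tested by edgeR with TMM, edgeR with DESeq2's size factors and DESeq2, with 22, 22 and 30 false calls. The simulated comparison without change had 0 calls, and the 3 shifted lists were called while the unchanged lists were not. DESeq2 gave no adjusted p for 321 genes in the BAPTA-AM comparison and 94 in the others. The normalized counts in the source data of Fig. 7 were checked for 1995 genes of the 1999 entries at hand, of 12453 in all. The ratio of those values to the counts scaled here with DESeq2's size factors had a median between 0.958 and 0.972 in each of the 20 libraries. The human data, cell-level measurements and other experiments of the paper were not analysed here.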

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

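All tests of explanations in this part were chosen after the result they address had been seen. Values of named genes and total counts were examined in 134 groups of 4 or 5 libraries for 1 library far from the others, by its gap to the nearest library divided by the group's range. This occurred in 17 groups, against 6.7 by chance at about 1 in 20. In 8 of the 17 the library was untreated *Mcu*-/- replicate 4: *C3ar1* (0.960), *Ccl5* (0.965), *Cd69* (0.937), *Ifit1* (0.912), *Il10ra* (0.927), *Il7r* (0.991), *Mcub* (0.949) and *Timp1* (0.843). The other 9 are near the number chance gives. They were *Clec5a* (0.835), *Ifit1* (0.913), *Il33* (1) and *Nos2* (1) in WT untreated, *Cx3cr1* (0.730), *Il33* (0.7101) and *Mcub* (0.741) in WT zymosan, *Rfx1* (0.843) in BAPTA-AM loaded macrophages, and the total count in WT untreated (0.956, replicate 4 with 14.4 M). No biological explanation was tested for these 9. Over 11707 genes, untreated *Mcu*-/- replicate 4 stood apart in 27.0%, and a library of the WT untreated, WT zymosan or BAPTA-AM group in 4.97% to 5.23%.

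Untreated *Mcu*-/- replicate 4 had 1504 genes over 2-fold from the WT untreated mean, and replicates 1 to 3 had 25 each. The values argue against exposure of this library to zymosan as the whole explanation, since the 100 genes most raised by zymosan were raised by a median log2 of 0.99 in it and of 5.71 in the *Mcu*-/- zymosan libraries. They argue against a WT library under a *Mcu*-/- label, with 83.4 normalized counts of *Mcu*, below each WT library, and against depth, with 21.9 M counts against 22.1 to 22.8 M in replicates 1 to 3. They argue against GC content or gene length, since 1462 of 1498 genes over 2-fold from replicates 1 to 3 stayed so after both trends were removed. They argue against admixed RNA of other cells as the whole explanation, because it dilutes the genes of macrophages evenly: of 6055 genes with at least 20 CPM, 316 fell and 242 rose over 2-fold. A small share of such RNA was not excluded. A list of 11 fibroblast and stroma genes summed to 50.0 CPM in replicate 4, 3.51 to 4.98 in replicates 1 to 3, 76.9 to 94.3 in *Mcu*-/- zymosan and 11.3 to 14.2 in WT zymosan libraries, and the T and NK cell list to 3.61 in replicate 4 and 1.21 to 2.12 in replicates 1 to 3. The B cell (19.2 against 54.1 to 55.7) and neutrophil (2.78 against 7.25 to 8.14) lists were lower in replicate 4. They argue against sex, with 228 CPM on 4 genes of the Y chromosome against 217 to 239 in the other untreated libraries. Its difference from the WT untreated mean had a correlation of 0.79 across genes with the difference between *Mcu*-/- and WT zymosan libraries. A state shared with the *Mcu*-/- zymosan libraries apart from zymosan is therefore a candidate explanation. The share of counts on the mitochondrial genome was 0.555% in replicate 4 and 0.499% to 0.621% in the *Mcu*-/- zymosan libraries, and 1.15% to 1.55% in the other 16 libraries. What made that state, biological or technical, was not tested.

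The *Mcu*-/- and WT zymosan libraries differed in 7272 genes. The values argue against an effect of *Mcu* loss present in every *Mcu*-/- culture without zymosan, since the difference had a correlation of at most 0.000217 across genes with untreated *Mcu*-/- replicates 1 to 3. They argue against GC content or gene length, with 1339 of 1364 genes over 2-fold apart after both trends were removed. This 1364 and the 1366 below were not counted on edgeR's fold changes. Those put 831 called genes higher and 983 lower at a minimum absolute log2 fold change of 1. In untreated *Mcu*-/- replicate 4, without zymosan, 86.7% of the called genes were shifted the same way, and 93.7% of the 1366 called genes over 2-fold. A batch, animal or culture difference shared by that library and the *Mcu*-/- zymosan libraries may thus account for much of the difference. An effect of *Mcu* loss that arises with zymosan stays open too, as 966 called genes were shifted the opposite way. Genotype and such a batch, animal or culture difference cannot be told apart for the zymosan comparison, because the labels give no batch that would separate them.

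The response to zymosan differed between *Mcu*-/- and WT macrophages, by the interaction term, in 4122 genes and in 46 of 84 named genes. Among the latter were *Il1b* (1.08 on the log2 scale), *Nlrp3* (1.49) and *Clec5a* (0.82), with larger responses in *Mcu*-/-, and *Smdt1* (−0.35), *Mcub* (−1.39), *Cxcl10* (−1.20), *Il12b* (−2.01) and *Ccl5* (−1.44), with lower ones. The WT untreated libraries were at the detection floor for *Il12b*, so the size of its term is not measured. The term of *Ccl5* depends on untreated *Mcu*-/- replicate 4. Without that library the untreated log2 fold change of *Ccl5*, which enters the term, fell from 1.28 to 0.48. Of 96 splits of the libraries into groups of the same sizes, 2 gave as many genes, the real one among them. The other split gave 6719 genes and exchanged WT untreated replicates 1 and 3 with *Mcu*-/- untreated replicates 1 and 4. Without untreated *Mcu*-/- replicate 4 the interaction called 7039 genes, among them 1774 of those called higher and 2329 of those called lower with all libraries. Because the *Mcu*-/- zymosan libraries enter this term, the open explanations of the zymosan comparison apply to it as well.

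The cell cycle list, a process the paper does not discuss for these libraries, had a median log2 fold change of −2.12 in *Mcu*-/- against WT with zymosan (camera adjusted p = 3.27e-12), with 62 of its 70 genes called lower and 3 higher. With the correlation estimated from the data this call was lost (adjusted p = 0.669), and it held under fry (0.000459) and with each library left out (4.66e-31 to 1.35e-11). The list summed to 1760 to 1817 CPM in the 3 *Mcu*-/- zymosan libraries and to 2632 to 2789 in the 5 WT zymosan libraries. Without zymosan it was 1397 in *Mcu*-/- replicate 4, 3054 to 3143 in *Mcu*-/- replicates 1 to 3 and 2722 to 2803 in WT. Lower values thus occurred in the *Mcu*-/- libraries that share the state described above, and no separate explanation was tested.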

How the results depend on the processing

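The list without the genes the paper names was chosen after the data were seen; the other alternatives were fixed earlier. Directions and calls held under each alternative for the BAPTA-AM comparisons of the inflammatory response and TNF lists. Across the 20 fits that each left out 1 library, their medians ran from −0.29 to −0.26 and from −0.25 to −0.22. Of 74 named gene results, 14 changed a call or direction under at least 1 alternative, all in untreated *Mcu*-/- against WT. Over all of their alternatives 91 values were weaker, 1 was stronger and 2 were reversed. The reversed ones were *C3ar1* (−0.00439) and *Timp1* (−0.0356) without untreated *Mcu*-/- replicate 4, which held the high values of both genes. Across the 20 fits they ran from −0.00439 to 0.53 and from −0.0356 to 1.54.

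A minimum absolute log2 fold change of 1 left 831 genes higher and 983 lower in *Mcu*-/- with zymosan, 23 and 55 with BAPTA-AM, 1422 and 1594 with zymosan in WT, 6 and 14 in untreated *Mcu*-/-, 1109 in the interaction and 12 Ca2+-sensitive genes, because it drops smaller changes. At least 10 counts in every library left 13 genes lower in untreated *Mcu*-/-, 11 genes of the zymosan list of Extended Data Fig. 9e called, 3 genes of Fig. 7d called in each comparison and 1 gene of Fig. 7i. It removes genes low in any group, which is not the whole cause. In untreated *Mcu*-/-, *Met* and *Arhgef3* stayed in the test and lost their calls (edgeR adjusted p = 0.0613 and 0.0551). With it the *Mcu*-/- zymosan medians were 0.33 for the inflammatory response list (adjusted p = 0.0515, 1.21e-06 to 0.772 over its alternatives) and 0.11 for the TNF list (0.311, 8.07e-06 to 0.669), and the untreated inflammatory median was 0.074 (0.0894, 0.00346 to 0.484). DESeq2's Wald test called 57 genes higher and 55 lower in untreated *Mcu*-/-, and the cause was not tested.

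Fits of the groups compared alone called 1741 genes higher and 1788 lower with BAPTA-AM and 541 Ca2+-sensitive genes. They called 2 higher and 3 lower in untreated *Mcu*-/-, 1 gene of Fig. 7i and 1 of the untreated list of Extended Data Fig. 9e, with untreated medians of 0.074 for the inflammatory response list (adjusted p = 0.0817) and 0.091 for the TNF list (0.0628, 0.000298 to 0.484 over its alternatives). The spread they estimate differs: the biological coefficient of variation was 3.79% for the BAPTA-AM groups alone, 18.8% for the untreated groups alone and 12.4% for all libraries. With an estimated correlation the medians 0.34, 0.19, 0.12 and 0.14 of the inflammatory response and TNF lists, in *Mcu*-/- with zymosan and untreated, were no longer called (adjusted p = 0.408, 0.669, 0.484 and 0.484). With fry the untreated medians, 0.12 and 0.14, were not called (0.184 and 0.252). The lists without the genes the paper names gave 0.024 with the opposite camera direction (0.772) and 0.10 (0.0686) with zymosan, and −0.00634 (0.249, reversed) and 0.087 (0.188) untreated. These values are biased toward no rise, because the genes taken out were chosen on these libraries.

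The replicate number as a block, over the 17 libraries with a number that matches their label, gave 418 genes higher and 461 lower with BAPTA-AM, and 6 and 16 in untreated *Mcu*-/-, with 1 gene of Fig. 7i and 1 of the untreated list of Extended Data Fig. 9e. The same 17 libraries without the block gave 658 and 653, and 9 and 20. Libraries of equal number had correlations of −0.35 to 0.21 over 12 pairs, 3 of them above 0.1, so the numbers were not taken to pair libraries. No paired analysis was possible for *Mcu*-/- against WT with zymosan, the interaction and the Ca2+-sensitive genes, because the column numbers of the *Mcu*-/- zymosan libraries differ from their labels.

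Across the 20 fits that each left out 1 library, *Mcu*-/- with zymosan had 3304 to 4249 genes higher and 3165 to 3933 lower, BAPTA-AM 511 to 1783 and 525 to 1929, WT with zymosan 3644 to 4341 and 4112 to 4816, and the interaction 3414 to 7039. Untreated *Mcu*-/- had 5 to 178 genes higher and 14 to 213 lower, and Ca2+-sensitive genes numbered 106 to 544. Each highest value was without untreated *Mcu*-/- replicate 4, whose removal lowered the biological coefficient of variation to 3.56%. Genes of Fig. 7d called were 6 to 6 in both comparisons, of Fig. 7i 1 to 3, with 1 without WT untreated replicate 1. Genes of Extended Data Fig. 9e called were 1 to 6 of the untreated list and 20 to 20 of the zymosan list. The *Mcu*-/- zymosan medians ran from 0.33 to 0.38 and from 0.17 to 0.21. The untreated medians ran from 0.0018 to 0.16 and from −0.031 to 0.19, with the lowest without untreated *Mcu*-/- replicate 4, where the TNF list was reversed (−0.031, adjusted p = 0.481).

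Scaling by library totals, tried for single genes and as a check, shifted the median of all genes by −0.54 in WT with zymosan against untreated. Under it 18.6% of the calls in that comparison were higher, against 46.8% with TMM and 49.8% with DESeq2's size factors. In the BAPTA-AM comparison 74.9% were higher under library totals, 50.4% with TMM and 41.5% with DESeq2's size factors, so which direction has more calls there depends on the scaling. Genes with few counts in untreated libraries, such as *Il6* and *Il12b*, have wide errors at this depth.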

Differences from the paper's values

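The paper gives 668 Ca2+-sensitive genes and 141 were found here. The selection used here follows the drawing of Fig. 7e, for which the paper states no thresholds, and the legend of Fig. 7f refers the genes to the comparison of Fig. 7a. Of the alternatives set before the data were examined, the fit of the groups compared alone (541 genes) and the fit without untreated *Mcu*-/- replicate 4 (544 genes) came within 1.5 times the paper's number. The others did not: a minimum absolute log2 fold change of 1 gave 12, no filter beyond 1 count in any library 122, at least 10 counts in every library 141, DESeq2's size factors in edgeR 178, DESeq2's Wald test 201, and leaving out another library 106 to 150. Of 44 numbers of the paper compared by that ratio, this was the 1 that differed. For normalized counts and the number of reads, the gap also had to exceed the SD over libraries. The normalized counts come from the same libraries, so their closeness is no independent check. The differences in calls follow.

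Fig. 7c shows interferon gamma response, glycolysis, fatty acid metabolism and complement among the pathways changed in *Mcu*-/- macrophages with zymosan. The lists used here, which are not the hallmark sets, had medians of 0.13, 0.23, 0.00 and 0.12 and were not called by camera. Fry called complement higher and fatty acid metabolism lower (both adjusted p = 0.00066), and without untreated *Mcu*-/- replicate 4 camera called interferon gamma, glycolysis and complement higher. With BAPTA-AM, Fig. 7c includes glycolysis and reactive oxygen species, which had medians of 0.01 and −0.03 and were not called by camera. Without untreated *Mcu*-/- replicate 4 camera called glycolysis higher (adjusted p = 0.00925).

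Fig. 7i marks *Ccl5* as higher in untreated *Mcu*-/- macrophages, and edgeR's adjusted p here was 0.196, with no alternative under 0.05 (lowest 0.0510). The exact permutation test gave p = 0.0286. Its *Mcu*-/- mean is about 43 in Fig. 7i, read by eye, and 63.8 here, or 36.2 without untreated *Mcu*-/- replicate 4. Fig. 7i appears to show 3 points for *Mcu*-/-, and 4 libraries were used here. The paper's methods state that points called outliers by ROUT were removed, and no library was removed here for that reason. Fig. 7g or 7h labels *Cd69* as changed, and its adjusted p here was 0.148, and 0.0196 under DESeq2's Wald test (0.0196 to 0.755 over its alternatives).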

Other observations

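All tests of explanations in this part were chosen after the result they address had been seen, and the counts of other splits are those of the design. Each count includes the real split. For *Mcu*-/- against WT with zymosan, 1 of 56 splits gave as many genes higher, 1 of 56 as many lower, and 1 of 56 a camera p as low for the inflammatory response and for the TNF list. For BAPTA-AM, 1 of 100 splits drawn from 126 did so for each of these 4 results, and for WT with zymosan 1 of 100 for genes higher and 1 of 100 for genes lower. For the Ca2+-sensitive genes it was 1 of 100. For untreated *Mcu*-/- against WT, 1 of 35 splits gave as many genes higher and 1 of 35 as many lower. For the untreated inflammatory response list 7 of 35 splits gave a camera p as low, and for the untreated TNF list 22 of 35, so splits by chance reach these 2 list results.

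Interferon gamma response genes were higher in untreated *Mcu*-/- libraries, with 89, 96, 81 and 97 of 125 genes above the WT mean in replicates 1 to 4, and 47 to 75 in the WT libraries. Whether replicate 4 alone accounts for the call is left open. Without it the median was 0.08 and camera at the preset correlation still called the list (adjusted p = 2.20e-12), and of 35 splits of the 7 other untreated libraries 1, the real one, gave a camera p as low. The call was lost under fry (adjusted p = 0.0552) and with the correlation estimated from the data (0.184), and with all libraries it was too (0.184 and 0.484). A weak exposure to zymosan could not be excluded, as the highest correlation of replicates 1 to 3 with the zymosan response of WT was 0.126, against −0.06 to 0.09 in the WT libraries. A difference between animals or cultures by genotype was not tested.

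Among genes raised by zymosan, those higher in *Mcu*-/- and lower with BAPTA-AM numbered 141, and those lower in both numbered 238 against 197 under independence. The 141 were 0.912 times the number under independence. The WT zymosan libraries are shared by both comparisons, which pushes their fold changes the same way: in simulations of unchanged groups the correlation across genes was 0.385, against 0.126 in the data. With separate WT zymosan libraries in each comparison, genes higher in *Mcu*-/- and lower with BAPTA-AM were 1.13 times the number under independence on average (1.04 to 1.24, above 1 in 20 of 20 splits). Sharing would also raise the number of genes lower in both, but these did not come nearer to independence with separate libraries (1.26 times on average, 1.19 to 1.31, against 1.21 with the shared ones). With the libraries shared but untreated *Mcu*-/- replicate 4 left out, 544 genes were higher in *Mcu*-/- and lower with BAPTA-AM, against 525 under independence. Whether the shared libraries account for the missing excess is therefore left open.

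Of the called genes, *Eif3a* (chromosome 19, 60761117 to 60790658), singled out after its values were seen, was lower in untreated *Mcu*-/- (log2 fold change −0.54) and with zymosan (−0.92), and its neighbour *Nanos1* (60755987 to 60759914) was higher with zymosan (4.98). Untreated, *Nanos1* had 316 to 2511 normalized counts in *Mcu*-/- and 197 to 227 in WT, a log2 fold change of 2.04 that was not called (edgeR adjusted p = 0.116). *St7*, *Met* and *Mios* on chromosome 6 were lower untreated and with zymosan (−1.45, −0.60 and −0.85). A chromosomal segment that differs between *Mcu*-/- and WT animals was tested over 275 windows of 10 Mb, where the smallest adjusted p for genes lower in untreated *Mcu*-/- was 0.155 (0.232 for genes higher), and 0.0705 without replicate 4. With 26 genes lower the test leaves this open.

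Of the factors in Fig. 7f, *Irf1* (0.12, edgeR adjusted p = 0.215) was not called between *Mcu*-/- and WT with zymosan, *Rela* (0.38, adjusted p = 0.00206) was higher, and *Irf2* (−0.42, adjusted p = 2.26e-05) and *Irf3* (−0.23, adjusted p = 0.0150) were lower, as log2 fold changes of RNA.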
